# PDGFRα and αSMA mark two distinct mesenchymal cell populations involved in parenchymal and vascular remodeling in pulmonary fibrosis

**DOI:** 10.1152/ajplung.00128.2019

**Published:** 2020-02-05

**Authors:** Valentina Biasin, Slaven Crnkovic, Anita Sahu-Osen, Anna Birnhuber, Elie El Agha, Katharina Sinn, Walter Klepetko, Andrea Olschewski, Saverio Bellusci, Leigh M. Marsh, Grazyna Kwapiszewska

**Keywords:** collagen, fibroblasts, fibrosis, myofibroblasts, transdifferentiation

## Abstract

Pulmonary fibrosis is characterized by pronounced collagen deposition and myofibroblast expansion, whose origin and plasticity remain elusive. We utilized a fate-mapping approach to investigate α-smooth muscle actin (αSMA)+ and platelet-derived growth factor receptor α (PDGFRα)+ cells in two lung fibrosis models, complemented by cell type-specific next-generation sequencing and investigations on human lungs. Our data revealed that αSMA+ and PDGFRα+ cells mark two distinct mesenchymal lineages with minimal transdifferentiation potential during lung fibrotic remodeling. Parenchymal and perivascular fibrotic regions were populated predominantly with PDGFRα+ cells expressing collagen, while αSMA+ cells in the parenchyma and vessel wall showed variable expression of collagen and the contractile protein desmin. The distinct gene expression profile found in normal conditions was retained during pathologic remodeling. Cumulatively, our findings identify αSMA+ and PDGFRα+ cells as two separate lineages with distinct gene expression profiles in adult lungs. This cellular heterogeneity suggests that anti-fibrotic therapy should target diverse cell populations.

## INTRODUCTION

Pulmonary fibrosis is characterized by progressive scarring and stiffening of the lung, which lead to significant functional impairment and ultimately death (18, 20). These processes are not only limited to the lung parenchyma but also affect the vascular bed. Vascular remodeling leads to lumen reduction and vessel occlusion (11), resulting in pulmonary hypertension (PH) and worsened patient survival (6, 13).

Remodeling in both the parenchymal and vascular compartments is characterized by aberrant cellular proliferation, enhanced extracellular matrix (ECM) deposition, and increased tissue stiffness. Expansion of α-smooth muscle actin (αSMA)-expressing cells, termed myofibroblasts, is thought to be the major pathomechanism responsible for vascular and parenchymal remodeling. While resident αSMA+ cells are indeed a major pathological cell type that expands and contributes to pulmonary vascular remodeling (7, 28), neither vascular nor airway smooth muscle cells represent the major source of interstitial myofibroblasts in lung parenchymal remodeling (10). Furthermore, the simplistic paradigm of myofibroblasts as the single most important cell type in lung fibrosis has been questioned by a recent fate-mapping approach, which showed that αSMA+ cells are not the main source of collagen production (29). After bleomycin-induced lung injury, not only myofibroblasts but also multiple resident cell populations expand and are involved in collagen production (27, 32).

During late lung development in mouse, collagen-I-expressing platelet-derived growth factor receptor α (PDGFRα)+ cells are the source of lung alveolar myofibroblasts (21). However, in adult animals there are strong compartmental differences in PDGFRα and αSMA expression. We have recently demonstrated that PDGFRα expression marks a population of αSMA negative perivascular (adventitial) fibroblasts (7). Furthermore, after bleomycin challenge, interstitial PDGFRα+ cells are αSMA negative, while perivascular and peribronchial PDGFRα+ cells express variable amounts of αSMA (27). Cumulatively, these studies indicate that αSMA+ and PDGFRα+ cells might represent two major pathogenic mesenchymal populations, possessing distinct compartment-specific responses and behavior during fibrotic remodeling in the adult lung. As such, it is still unclear whether αSMA+ cells in particular lung niches are derived from PDGFRα+ cells and whether αSMA+ cells are the sole contributor to collagen production in lung fibrosis.

In the current study, we investigated the cellular fates of PDGFRα+ and αSMA+ cells in two animal models displaying lung parenchymal and vascular remodeling with associated PH. Our genetic labeling strategy combined with immunofluorescence allowed investigating transdifferentiation events between the two populations. The contribution of both cell types was anatomically annotated and divided into parenchymal and vascular compartments in lung tissue samples from both animal models as well as human donor and end-stage idiopathic pulmonary fibrosis patients. This comprehensive methodological approach revealed distinct fates of PDGFRα+ and αSMA+ cells, their association with collagen production, and a compartment-specific contribution to lung fibrosis.

## MATERIALS AND METHODS

Full experimental details are given in the online supplement at the following link: https://doi.org/10.5281/zenodo.3532795.

### Human Lung Tissue

Lung tissue from idiopathic pulmonary fibrosis (IPF) patients undergoing lung transplantation were obtained from the Department of Surgery, Division of Thoracic Surgery, Medical University of Vienna, Austria, following written informed consent and approval by the institutional ethics committee (976/2010). Samples of downsized transplant donor lungs served as controls.

### Experimental Animals

Mice (C57BL6 background) carrying tamoxifen-responsive Cre recombinase under the *Pdgfra* (*Tg(Pdgfra-cre/ERT2)1Wdr*) and *Acta2* (*Tg(Acta2-cre/ERT2)12Pcn*) promoters (26, 31) were crossed with *tdTomato^flox^* (*Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J*) reporter mice (Jackson Laboratory, Bar Harbor, ME). Mice (C57BL6/CBA background) carrying ectopic overexpression of the Ap-1 transcription factor member *Fosl2* (*Tg(H2-K-Fosl2^EGFP^) 13Wag*) (9) were crossed with *Pdgfra-* or *Acta2-CreERT2; tdTomato^flox^* reporter mice. All animal experiments were approved by the local authorities (Austrian Ministry of Education, Science and Culture) and performed in accordance with the EU directive 2010/63/EU.

### Tamoxifen and Bleomycin Administration

Male and female mice were used for control/bleomycin and littermates/Fra-2 tg mice respectively. Tamoxifen was given via food 5 days after bleomycin or saline injection in *Acta2-CreERT2; tdTomato^flox^* mice to label myofibroblasts during fibrosis development [as previously published (10)] and as single daily ip injections (3 mg in 90% corn oil, 10% ethanol; Sigma Aldrich, Vienna, Austria) for 3–5 consecutive days in bleomycin and control *Pdgfra-CreERT2; tdTomatoflox* mice, in 7- to 8-wk-old *Fosl2tg; Acta2-CreERT2; tdTomatoflox*, in *Fosl2tg; Pdgfra-CreERT2; tdTomatoflox* mice, and littermate controls (Supplemental Fig. S1; https://doi.org/10.5281/zenodo.3532795). Bleomycin (2 U/kg body weight) (Sigma Aldrich, Vienna, Austria) or saline was applied intratracheally with a MicroSprayer Aerosolizer (Penn-Century, Wyndmoor, PA) under light (~2%) isoflurane anesthesia. Lungs were harvested 2 wk after bleomycin instillation (2). *Fosl2tg; Pdgfra-CreERT2; tdTomatoflox, Fosl2tg; Acta2-CreERT2; tdTomatoflox*, and littermate controls were euthanized, and lungs harvested at 20 wk of age.

### Immunofluorescence Staining and Analysis

Mouse lungs were perfused with PBS followed by inflation with optimal cutting temperature compound (Tissue Tek, Sakura, CA), fixed overnight in 1% paraformaldehyde followed by overnight dehydration in 30% sucrose and stored at −80°C. Cryo-sections were treated with ice-cold methanol/acetone, blocked with 2.5% horse serum (Vector Laboratories, Palo Alto, CA), and stained with antibodies against PDGFRα (1:1,000; Cell Signaling, Leiden, The Netherlands), αSMA-Cy3 (1:200, Sigma Aldrich), αSMA-FITC (1:100, Sigma Aldrich), desmin (1:100, R&D systems, Minneapolis MN), pro-collagen I (1:500, Southern Biotech, Birmingham AL), and von Willebrand factor (vWF) (1:100; Dako/Agilent, Santa Clara, CA). Sections were incubated with respective secondary antibodies conjugated with Alexa Fluor 488, 555, or 647 (1:500, all from ThermoFisher Scientific, Bonn, Germany) and mounted with DAPI containing mounting media (Vector Laboratories). PDGFRα signal was enhanced by the Tyramide Signal Amplification Kit (TSA-488, ThermoFisher Scientific) according to the manufacturer’s instruction. For each sample 10–15 images from random areas were acquired at ×40 magnification (Image size x: 225 µm; y: 22 5µm) under an LSM510 confocal microscope (Zeiss, Oberkochen, Germany). Vascular compartment was identified by characteristic morphological appearance (Supplemental Fig. S2; https://doi.org/10.5281/zenodo.3532795) and validated by vWF endothelial staining. Parenchymal regions were defined by absence of vascular structure and vWF staining within the imaged region. Manual counting of tdTomato-, AF488-, and AF647-positive cells was performed by two independent investigators from 3–10 *XY* panels from each sample. Lineage-traced cells containing obvious nuclei were counted. Brightfield picture image was merged to the immunofluorescence signal to help delineating the cell border; however, in unclear cases the signal/cells were not included in the analysis. Blinding of samples was not possible due to obvious morphological differences in the lung tissue.

### RNA Sequencing

The left lung lobe from tdTomato mice was mechanically separated with two scalpels followed by incubation with dispase (50 U/mL, Corning, NY) for 1 h at 37°C to generate a single cell suspension. tdTomato-positive cells were sorted directly into RNA lysis buffer (Qiagen, Venlo, The Netherlands) using a FACSAria II cell sorter (BD Biosciences, San Jose, CA). RNA was isolated with the RNeasy micro kit (Qiagen). Library preparation using the SmartSeq2 protocol and sequencing on the Illumina HiSeq 3000/4000 platform was done by the Biomedical Sequencing Facility (CeMM, Vienna, Austria). Next-generation sequencing reads were aligned with the TopHat2 (v2.1.1) (12) splice junction mapper using the Bowtie2 short read aligner (v2.2.9) (16). Transcriptome assembly and differential expressing calling was performed with Cufflinks (v2.1.1) (30). A detailed analysis of the initial analysis can be found in the online supplement. Differentially regulated genes were ranked according to their log-fold-change and their significance (q-value). Prcomp was used to calculate the principal components; the first two principal components were plotted using the ggplot2 package. For generation of heatmaps, data were transformed to log2(FPKM+1). Gene enrichment analysis was performed using EnrichR (5, 15). The data discussed in this publication have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) (8) and are accessible through GEO Series accession number GSE126205.

### Public Data Set Analysis

#### Human.

scRNA-Seq data from Reyfman et al. (25) was downloaded from GEO (GSE122960), and the raw count matrices in HDF5 format imported and analyzed in Seurat 3.1.2 (https://linkinghub.elsevier.com/retrieve/pii/S0092867419305598). Four donor samples (GSM3489182, GSM3489185, GSM3489187, GSM3489189) and four IPF samples (GSM3489183, GSM3489184, GSM3489188, GSM3489190) were individually processed and normalized using the SCTransform (10a) function removing cells with >10% mitochondrial percentage.Samples were concatenated using SCTransform, and dimension reduction was performed by PCA and t-SNE using default parameters. Cells were clustered at a resolution of 0.4. Fibroblasts clusters were identified by fibroblast markers as identified in Ref. 25.

#### Mouse.

scRNA-Seq data from Peyser et al. (23) was downloaded from GEO (GSE129605), and the Feature-Barcode Matrices were imported in and analyzed in Seurat. Samples were individually processed, removing cells with high mitochondrial percentage >5%, and data were normalized using default parameters. Samples were concatenated using a precomputed anchor set identified by the function FindIntegrationAnchors. Concatenated samples were then scaled to regress out differences in number of features per cell, and dimension reduction was performed by PCA and t-SNE using default parameters. Clustering was performed at a resolution of 0.3. Fibroblast clusters were annotated by cluster alignment against collected mouse data sets available at GEO (1) using SingleR.

### Statistical Analysis

Statistical analysis was performed with GraphPad Prism 5 and bioinformatic analysis was performed with RStudio (https://www.rstudio.com) and R (www.r-project.org) (version number 3.4.1). Data are presented as mean with SD in all graphs. Statistical differences between the groups were determined by using two-way ANOVA with Bonferroni post hoc comparison test. *P* values <0.05 were considered significant.

## RESULTS

### αSMA and PDGFRα-expressing Cells Represent Distinct Subsets of Collagen-producing Fibroblasts in Human Lungs

To determine the relative contribution of αSMA and PDGFRα cells in parenchymal and vascular remodeling associated with lung fibrosis, multicolor immunofluorescent staining against PDGFRα, αSMA, and vWF was performed. Increased numbers of both αSMA+ (~2.5-fold) and PDGFRα+ (~2-fold) cells were observed in the lung parenchyma of patients with IPF compared with donors (Fig. 1, *A* and *B*). The mean percentage of myofibroblasts (αSMA+ cells) in the fibroblast cell pool of the parenchymal compartment (total number of αSMA+ and PDGFRα+ cells) was increased from ~20% in the donors to ~30% of the IPF patients (Fig. 1*B*). The vast majority of cells were positive for either αSMA or PDGFRα, while the percentage of double αSMA+/PDGFRα+ cells reached maximally 12% in IPF lungs (Fig. 1*B*).

**Fig. 1.**
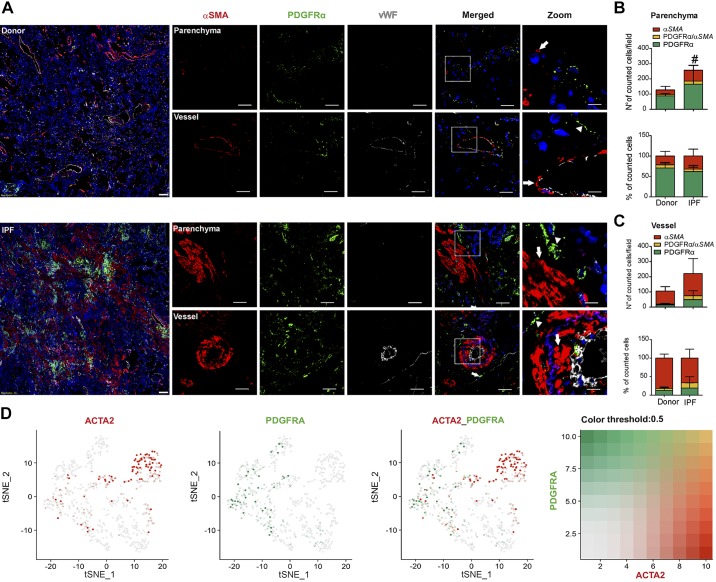
α-Smooth muscle actin (αSMA)- and platelet-derived growth factor receptor-α (PDGFRα)-expressing cells represent two distinct populations of fibroblasts in human idiopathic pulmonary fibrosis (IPF) lungs. *A*: immunofluorescence staining of human donor and IPF sections for αSMA, PDGFRα, and von Willebrand factor (vWF). Parenchymal and vascular regions are shown. Scale bar: overview 200 µm; single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double αSMA/PDGFRα-positive cells. Number and percentage of positive cells for single αSMA, single PDGFRα, and double αSMA/PDGFRα-positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell counts were performed on 3–5 images for each donor and IPF section from *n* = 6–8 different donors and IPF lungs. *P* < 0.05 was considered significant. #Differences between single PDGFRα-positive cells in IPF compared with donor lungs. *D*: *t*-distributed stochastic neighbor embedding (tSNE) plots showing expression of ACTA2 and PDGFRA expression on the fibroblasts cluster. Data from Reyfman et al. data set (GSE122960) (25).

In the vascular compartment of IPF patients, we observed an increase in both PDGFRα+ (~3-fold) and αSMA+ (~2-fold) cells (Fig. 1*C*). The percentage of double positive cells was low in donors (~5%) and increased (to ~15%) in IPF remodeled vessels (Fig. 1*C*). The localization pattern was unchanged between donor and IPF vasculature; in both groups αSMA+ cells were confined to vascular regions up to the external elastic lamina (Supplemental Fig. S2, dotted line; https://doi.org/10.5281/zenodo.3532795), while PDGFRα+ cells were present almost exclusively in perivascular regions (Fig. 1*A*, zoomed area, Supplemental Fig. S2, continuous line; https://doi.org/10.5281/zenodo.3532795). Importantly, the investigation of an independent scRNA-Seq data set (GSE122960) analyzing human IPF and donor lungs (25) revealed that, within the fibroblast cluster, ACTA2- and PDGFRA-expressing cells delineate two distinct subclusters with minimal overlap (Fig. 1*D*). This finding corroborates and reinforces our observations.

We next assessed the contribution of αSMA+ and PDGFRα+ cells to collagen production. In both compartments of donor and IPF patients, approximately half of αSMA+ cells displayed intracellular costaining with collagen (COL1), while almost all PDGFRα+ cells were COL1 positive (Fig. 2, *A*–*C*). Preferential expression of collagens or contractile components is traditionally used to further subclassify αSMA+ cells into synthetic or contractile phenotype (24). We therefore addressed the expression of the contractile marker desmin (DES) in αSMA+ and PDGFRα+ cells. As shown in Fig. 2, *D*–*F*, DES almost exclusively colocalized with αSMA+ cells. In IPF lungs the percentage of αSMA+/DES+ cells increased compared with donors in both parenchymal and vascular compartment (Fig. 2, *E* and *F*).

**Fig. 2.**
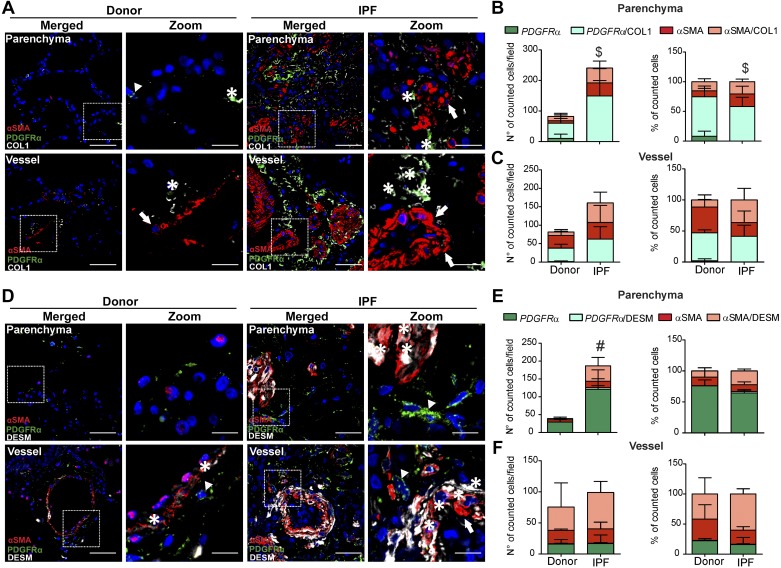
Both α-smooth muscle actin (αSMA)- and platelet-derived growth factor receptor-α (PDGFRα)-expressing cells contribute to collagen production, but desmin (DES) is expressed mostly by αSMA-expressing cells in human idiopathic pulmonary fibrosis (IPF) lungs. *A*: multicolor immunofluorescence staining of human donor and IPF sections for αSMA, PDGFRα, and collagen 1 (COL1). Parenchymal and vascular regions are shown. Scale bar: merged 50 µm; zoomed 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double αSMA/COL1 or PDGFRα/COL1-positive cells. Number and percentage of single αSMA, single PDGFRα, double αSMA /COL1, and double PDGFRα /COL1-positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell count was performed on 3–6 images for each donor and IPF section from *n* = 3–4 different donors and IPF lungs. *P* value < 0.05 was considered significant. $Differences between double PDGFRα/COL1-positive cells in IPF compared with donor lungs. *D*: multicolor immunofluorescence staining of human donor and IPF sections for αSMA, PDGFRα, and DES. Parenchymal and vascular region are shown. Scale bar: merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double αSMA/DES or PDGFRα/DES-positive cells. Number and percentage of single αSMA, single PDGFRα, double αSMA/DES, and double PDGFRα/DES-positive cells in the parenchyma (*E*) and in the vasculature (*F*). Cell count was performed in 3–6 images for each donor and IPF section from *n* = 2–3 different donors and IPF. *P* value < 0.05 was considered significant. #Differences between single PDGFRα-positive cells in IPF compared with donor lungs.

### αSMA+ Cells Are a Separate Subpopulation of Fibroblasts with Compartment-specific Contribution to Remodeling

Our human data revealing limited overlap between αSMA+ and PDGFRα+ cells, including their divergent expression of collagen and desmin, indicated that these cell populations might represent two main and distinct fibroblast populations in the adult lung. We therefore employed a fate-mapping approach using transgenic mice to assess lineage hierarchy and possible transdifferentiation between αSMA- and PDGFRα-expressing cells. We employed two murine models in which the parenchymal and vascular remodeling process is driven by two different underlying pathomechanisms: *1*) bleomycin-induced lung fibrosis and *2*) ectopic overexpression of *Fra-2* (*Fra-2 Tg*). Both models accumulate αSMA+ cells and collagen in parenchymal regions (Supplemental Fig. S3, *A–D*; https://doi.org/10.5281/zenodo.3532795), have increased coverage of distal pulmonary vessels by αSMA+ cells with deposition of intra-/perivascular collagen (Supplemental Fig. S4, *A–D*; https://doi.org/10.5281/zenodo.3532795), and have impaired lung function with restrictive phenotype (2–4).

Resident and newly formed αSMA+ cells in bleomycin-induced fibrosis were genetically labeled using the *Acta2-CreERT2; tdTomato^flox^* mouse line (*Acta2-tdT*) as previously described (10), and cellular changes were investigated in the lung 2 wk after bleomycin application (Supplemental Fig. S1; https://doi.org/10.5281/zenodo.3532795).

In the parenchymal compartment of bleomycin-treated mice, the total number of *Acta2-tdT* cells increased (~5-fold) compared with the saline control group (Fig. 3, *A* and *B*). However, additional immunostaining against PDGFRα revealed that the vast majority of cells in fibrotic regions were PDGFRα+ and that *Acta2-tdT* cells only represented ~20% of the total fibroblast pool (total number of αSMA+ and PDGFRα+ cells) (Fig. 3, *A* and *B*). In contrast, the vascular compartment contained mostly lineage-labeled *Acta2-tdT* cells (Fig. 3*C*). Postbleomycin, despite a strong increase in number of PDGFRα+ cells, the relative proportion of both cell types remained relatively constant in the parenchyma (Fig. 3*B*), suggesting an equal expansion of both cell population in bleomycin. In contrast, in the vasculature, the percentage of PDGFRα+ cells increased compared with the percentage of *Acta-tdT*+ cells (Fig. 3*C*). In both saline- and bleomycin-treated mice only a limited percentage of cells (~5–8%) in either compartment coexpressed both markers (Fig. 3, *B* and *C*).

**Fig. 3.**
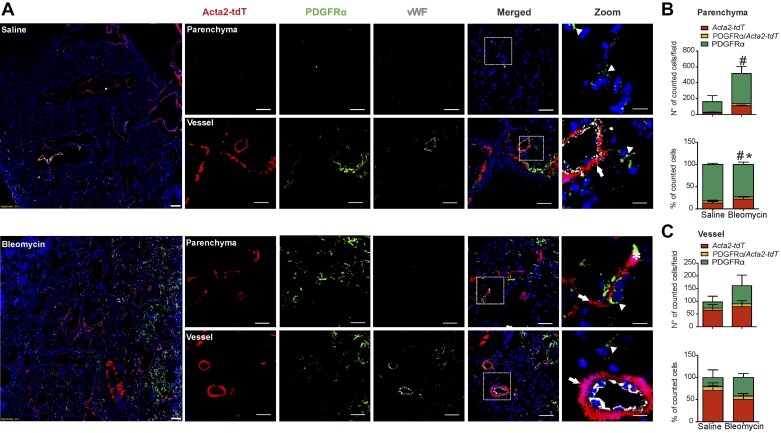
Lineage-traced α-smooth muscle actin (αSMA)-expressing cells contribute to parenchymal and vascular remodeling in bleomycin model. *A*: lineage tracing of αSMA-positive cells (*Acta2-tdT*) and immunofluorescence staining for platelet-derived growth factor receptor-α (PDGFRα) and von Willebrand factor (vWF) was performed in saline- and bleomycin-treated mice. Parenchymal and vascular regions are shown. Scale bar: overview 200 µm; single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single *Acta-tdT*-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double *Acta-tdT*/PDGFRα-positive cells. Number and percentage of *Acta2-tdT* and PDGFRα-positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell count was performed in 3–8 images for each mouse section from *n* = 3–4 different saline- and bleomycin-treated mice. *P* value < 0.05 was considered significant. **#**Differences between single PDGFRα-positive cells; *Differences between single *Acta2-tdT* positive cells in bleomycin- compared with saline-treated mice.

Observations from the bleomycin model were compared with an alternative pulmonary fibrosis model (1a, 3). *Fra-2 Tg* mice develop progressive and irreversible parenchymal and vascular remodeling (Supplemental Figs. S3 and S4; https://doi.org/10.5281/zenodo.3532795) (1a, 3). Remodeling is first observable only in the vascular compartment and accompanied by PH at the age of 7–8 wk (1a). Over the course of the next few weeks, parenchymal changes are visible, starting first with perivascular and interstitial inflammation at 12–16 wk and progressing to fibrosis-characteristic restrictive lung function impairment (3, 4). Genetic labeling of Acta2-expressing cells was performed in *Fra-2 Tg* mice carrying the *Acta2-CreERT2; tdTomato^flox^* alleles before parenchymal changes and cell fate were investigated at 20 wk (Supplemental Fig. S1; https://doi.org/10.5281/zenodo.3532795). In the parenchymal regions of Fra-2 *Tg* mice, we observed an increase in *Acta2-tdT* cells (~4.5-fold) compared with littermate control mice (Fig. 4, *A* and *B*). In *Fra-2 Tg* mice, *Acta2-tdT* cells constituted a higher proportion of cells than in the bleomycin model (~30% vs. ~20%, respectively; Fig. 3, *B* and *C*). In the vasculature of *Fra-2 Tg* mice, the number of *Acta2-tdT* cells was increased (~1.5-fold) (Fig. 4*C*) compared with littermate control mice, which is consistent with more pronounced vascular remodeling in *Fra-2 Tg* mice (Supplemental Fig. S4, *B* and *D*; https://doi.org/10.5281/zenodo.3532795). The relative proportion of *Acta2-tdT* and PDGFRα+ cells was unaltered in the parenchymal and vascular compartments of both *Fra-2 Tg* and control mice (Fig. 4, *B* and *C*). Similar to the bleomycin model, double *Acta2-tdT*/PDGFRα+ cells represented a minor subpopulation (~5–8%) in either compartment (Fig. 4, *B* and *C*).

**Fig. 4.**
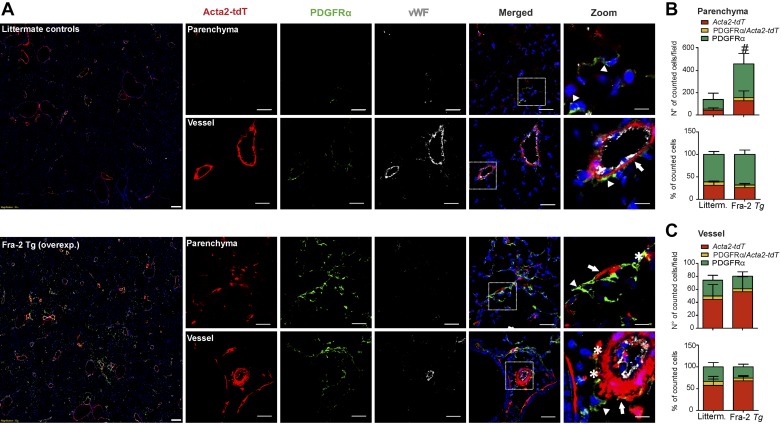
Lineage-traced α-smooth muscle actin (αSMA)-expressing cells contribute to parenchymal and vascular remodeling in *Fra-2 Tg* mice. *A*: lineage tracing of αSMA-positive cells (*Acta2-tdT*) and immunofluorescence staining for platelet-derived growth factor receptor-α (PDGFRα) and von Willebrand factor (vWF) was performed in wild-type (wt) littermates and *Fra-2 tg* mice. Parenchymal and vascular regions are shown. Scale bar: overview 200 µm; single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single *Acta2-tdT*-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double *Acta2-tdT* /PDGFRα-positive cells. Number and percentage of single *Acta2-tdT*, single PDGFRα and *Acta2-tdT*/PDGFRα double positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell count was performed in 4–9 images for each mouse section from *n* = 3–5 different wt littermate controls and *Fra-2 Tg* mice. *P* value < 0.05 was considered significant. **#**Differences between single PDGFRα-positive cells in *Fra-2 Tg* mice compared with wt littermates.

### PDGFRα-expressing Cells without αSMA Expression Constitute the Bulk of Cells in Parenchymal Remodeling

The low percentage of double *Acta2-tdT*/PDGFRα+ cells prompted us to validate these results by a reciprocal approach. Here the fate of PDGFRα+ cells was followed using a second lineage-tracing tool, *Pdgfra-CreERT2; tdTomato^flox^* (*Pdgfra-tdT*) in the bleomycin and *Fra-2 Tg* models (Figs. 5 and 6). The colocalization of cytoplasmic tdTomato reporter and plasma membrane PDGFRα was considered positive only if both signals were present in the same cell (Supplemental Fig. S1, dashed lines and arrows; https://doi.org/10.5281/zenodo.3532795).

**Fig. 5.**
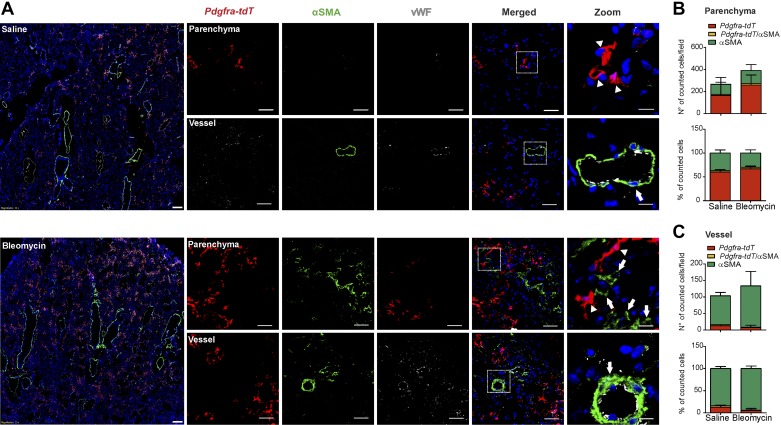
Lineage-traced platelet-derived growth factor receptor-α (PDGFRα)-positive cells strongly contribute to parenchymal remodeling in bleomycin model. *A*: lineage tracing of PDGFRα-positive cells (*Pdgfra-tdT*) and immunofluorescence staining for α-smooth muscle actin (αSMA) and von Willebrand factor (vWF) was performed in saline- and bleomycin-treated mice. Parenchymal and vascular regions are shown. Scale bar: overview 200 µm; single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single *Pdgfra-tdT*-positive cells; asterisk: double αSMA/ *Pdgfra-tdT*-positive cells. Number and percentage of single αSMA, single *Pdgfra-tdT*, and αSMA/*Pdgfra-tdT* double positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell count was performed in 6–10 images for each mouse section from *n* = 3–5 different saline- and bleomycin-treated mice. *P* value < 0.05 was considered significant.

**Fig. 6.**
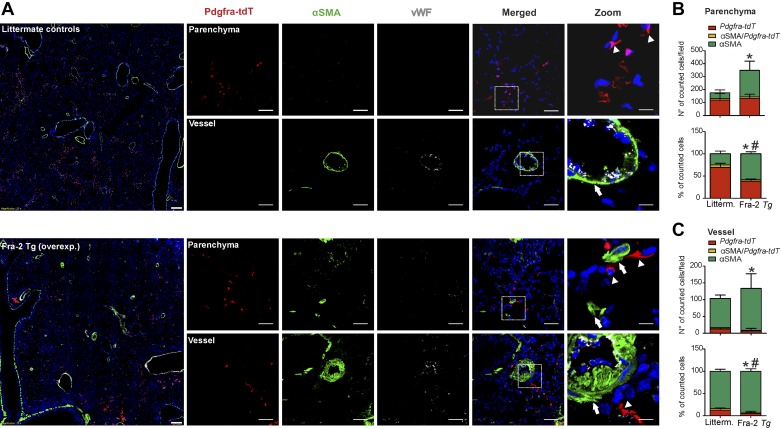
Lineage-traced platelet-derived growth factor receptor-α (PDGFRα)-positive cells partially contribute to parenchymal remodeling in Fra-2 Tg mice. Lineage tracing of PDGFRα-positive cells (*Pdgfra-tdT*) and immunofluorescence staining for α-smooth muscle actin (αSMA) and von Willebrand factor (vWF) was performed in wild-type (wt) littermates and *Fra-2 Tg* mice *A*: parenchymal and vascular regions are shown. Scale bar: overview 200 µm; single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single *Pdgfra-tdT*-positive cells; asterisk: double αSMA/*Pdgfra-tdT*-positive cells. Number and percentage of single αSMA, single *Pdgfra-tdT*, and αSMA/*Pdgfra-tdT* double positive cells in the parenchyma (*B*) and in the vasculature (*C*). Cell count was performed in 6–10 images for each mouse section from *n* = 4 different littermate controls and *Fra-2 Tg mice*. *P* value < 0.05 was considered significant. #Differences between single *Pdgfra-tdT*-positive cells; *differences between single αSMA-positive cells in *Fra-2 Tg* mice compared with wt littermates.

An expansion of *Pdgfra-tdT* cells was observed in the parenchymal regions of bleomycin compared with saline-treated mice (~1.5-fold increase; Fig. 5, *A* and *B*). No change in the percentage of double *Pdgfra-tdT*/αSMA+ cells was observed in the parenchyma of bleomycin-treated mice (~3%, Fig. 5*B*). In line with the PDGFRα immunostaining of the *Acta2-tdT* line (Fig. 4), lineage-labeled *Pdgfra-tdT* cells represented the majority of cells in fibrotic regions and only a minority in the vascular compartment of bleomycin mouse model (Fig. 5*C*). *Pdgfra-tdT* cells were mostly confined to the perivascular region and accounted for ~12% of cells in bleomycin-treated mice (Fig. 5*C*). Double *Pdgfra-tdT*/αSMA+ cells were not detected in the vessels of saline mice, while in bleomycin-treated mice their percentage increased to 4% (Fig. 5*C*).

*Fra-2 Tg* mice displayed similar number of *Pdgfra-tdT* cells compared with littermate control mice (Fig. 6, *A* and *B*), but the resulting ratio of *Pdgfra-tdT* to αSMA+ cells decreased in the lung parenchyma, changing from 70% in controls to 40% in *Fra-2 Tg* mice (Fig. 6*B*). Again, the presence of *Pdgfra-tdT*/αSMA double positive cells was a rare event (~3–5%) in *Fra-2 Tg* and littermate controls (Fig. 6*B*). In the lung vasculature the number of perivascular *Pdgfra-tdT* cells did not change significantly in *Fra-2 Tg* compared with control littermates (Fig. 6*C*). Again, we observed almost no double *Pdgfra-tdT*/αSMA+ cells in the vascular compartment of normal and remodeled vessels (Fig. 6*C*).

### αSMA and PDGFRα Cells Are Characterized by a Separate and Distinct Gene Expression Profile

Both our human data and lineage tracing experiments indicated that αSMA- and PDGFRα-expressing cells represent two largely separate populations in the normal and fibrotic adult lungs with apparently limited transdifferentiation capacity. We next expanded our investigations and performed RNA sequencing on tdTomato-positive cells sorted from the lungs of *Acta2-tdT* and *Pdgfra-tdT* mice (Fig. 7). 

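RNA of tdTomato-positive cells was sequenced from 16 mice, 4 in each of 4 groups: saline- and bleomycin-treated *Acta2-tdT* mice and saline- and bleomycin-treated *Pdgfra-tdT* mice. In these lines tamoxifen turns on the red fluorescent protein tdTomato in cells that express Cre under the *Acta2* or the *Pdgfra* promoter, and the label stays on afterwards. Bleomycin was given at 2 U/kg, and lungs were taken on day 14. *Acta2-tdT* mice received tamoxifen in their food (400 mg/kg) from day 5 after instillation. *Pdgfra-tdT* mice received daily injections of 3 mg, 5 by the sample records, where the paper gives 3 to 5 for several models together. By the sample records these injections were given at 6 weeks of age, and lungs were taken at 11 weeks. *Pdgfra-tdT* cells were therefore labeled before instillation, and *Acta2-tdT* cells after it. Lung cells were sorted directly into lysis buffer, and libraries were made with the SmartSeq2 protocol, which amplifies full-length cDNA from few cells.

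The authors aligned the reads with TopHat2 and Bowtie2 and computed FPKM (fragments per kilobase of transcript, relative to all mapped fragments) for 49452 Ensembl genes with Cufflinks, separately for each mouse. The gene positions are those of the mouse genome build GRCm38. The FPKM were used here as deposited, without scaling between mice. Read counts were not used here, so the depth is unknown. The width of the Cufflinks intervals implies, as an approximation, between 600410 and 8329514 fragments on genes per mouse. The implied median was 1829946 fragments in *Acta2-tdT* saline, 6403956 in *Acta2-tdT* bleomycin, 1560064 in *Pdgfra-tdT* saline and 1102509 in *Pdgfra-tdT* bleomycin.

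The groups differed in how much of the signal lay on nuclear protein-coding genes. Their summed FPKM had a median of 43748 (36688 to 60947) in *Acta2-tdT* saline and 382631 (241916 to 466183) in *Acta2-tdT* bleomycin. In *Pdgfra-tdT* the median was 33069 (29964 to 61168) with saline and 49278 (29727 to 147467) with bleomycin. FPKM of at least 1 was reached by 9317 ± 1088 genes (SD, n = 4) in *Acta2-tdT* saline and 13193 ± 407 (SD, n = 4) in *Acta2-tdT* bleomycin. In *Pdgfra-tdT* these were 7920 ± 1528 genes (SD, n = 4) with saline and 8730 ± 1641 (SD, n = 4) with bleomycin. The 1443 olfactory and vomeronasal receptor genes were taken as a gauge of reads outside expressed genes. In saline-treated mice, the median FPKM of 202 genes of other families without a known role in the lung was 0.14 of theirs. The receptor genes are therefore not shown to measure such reads in general. Their median FPKM was 0.328 ± 0.0038 (SD, n = 4) in *Acta2-tdT* saline and 0.0547 ± 0.0470 (SD, n = 4) in *Acta2-tdT* bleomycin. In *Pdgfra-tdT* it was 0.284 ± 0.0739 (SD, n = 4) with saline and 0.254 ± 0.108 (SD, n = 4) with bleomycin. Pearson correlations of log2(FPKM + 1) between mice of a group, computed across 8646 genes, which are not independent replicates, ranged from 0.883 to 0.923 in *Acta2-tdT* saline and from 0.908 to 0.970 in *Acta2-tdT* bleomycin. They ranged from 0.401 to 0.929 in *Pdgfra-tdT* saline and from 0.370 to 0.857 in *Pdgfra-tdT* bleomycin.

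Differential genes were called with limma on log2(FPKM + 1), among genes with FPKM of at least 1 in at least 4 of the 8 mice compared, at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes are log2 differences of group means.

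**Figure D1:**
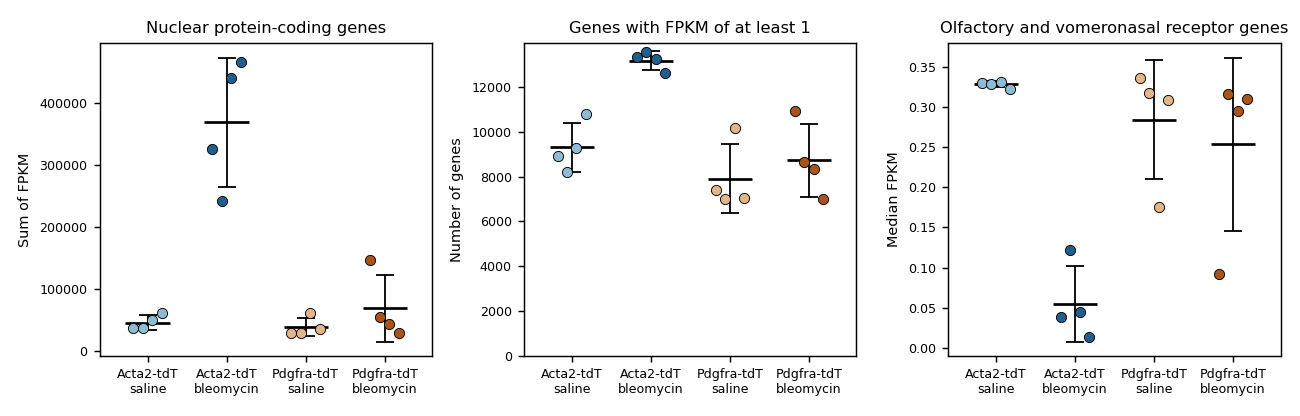
Summed FPKM of nuclear protein-coding genes, number of genes with FPKM of at least 1 and median FPKM of the olfactory and vomeronasal receptor genes in each mouse. Points are mice and bars the mean ± SD of 4 mice. The *Acta2-tdT* bleomycin mice lie highest in the summed FPKM, from 241916 to 466183.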

Representative examples of gating strategy for *Acta2-tdT* and *Pdgfra-tdT* cells are shown in Supplemental Fig. S5 (https://doi.org/10.5281/zenodo.3532795). Principal component analysis (PCA) of the global gene expression profiles and heatmap analysis revealed that *Acta2-tdT* and *Pdgfra-tdT* cells indeed represent two distinct cellular clusters in normal adult murine lungs (Fig. 7, *B* and *C*). 

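In saline-treated mice, 237 of 8156 tested genes differed between *Acta2-tdT* and *Pdgfra-tdT* cells, 222 of them higher in *Acta2-tdT* and 15 higher in *Pdgfra-tdT* cells. Without adjustment, 1116 genes had a p-value under 0.05. The median log2 fold change of all tested genes, *Acta2-tdT* over *Pdgfra-tdT*, was 0.17. Sample quality weights moved this count most, to 2717 genes, and leaving out 1 mouse moved it to between 14 genes (without *Acta2-tdT* mouse 3) and 2145 genes (without *Pdgfra-tdT* mouse 3).

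The principal components were computed with prcomp from 43603 genes with FPKM above 0 in at least 1 of the 8 mice. The first component held 28.3% and the second 18.1% of the variance. On the first component the *Acta2-tdT* mice lay between -4.80 and 42.3, inside the range of the *Pdgfra-tdT* mice from -81.5 to 157. On the second component the groups were apart, with the *Acta2-tdT* mice between 28.3 and 86.9 and the *Pdgfra-tdT* mice between -101 and -30.9. With only genes of FPKM of at least 1 in at least 4 mice, which moved it most, the share of the first component was 39.7%. The difference between the group means made up 18.0% of the total sum of squares (exact one-sided permutation test over the 35 splits, p = 0.143), and another split of the 8 mice reached 22.7%.

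*Acta2* (ENSMUSG00000035783), the gene of αSMA on chromosome 19 of GRCm38 from 34241090 to 34255336, had 222 ± 77.7 FPKM (SD, n = 4) in *Acta2-tdT* and 7.28 ± 3.60 (SD, n = 4) in *Pdgfra-tdT* cells. Its log2 fold change was 4.82 (standard error 0.50, adjusted p = 0.00331), and from 4.46 to 5.04 with each mouse left out in turn. *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) had 0.386 ± 0.125 FPKM (SD, n = 4) in *Acta2-tdT* and 2.79 ± 0.797 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of -1.43 (standard error 0.20, adjusted p = 0.00974). The Cre transgene of the *Pdgfra-tdT* line carries the *Pdgfra* promoter, and reads from the transgene and from the gene itself were not told apart. Small RNAs, predicted genes without a common name and genes whose mice overlapped between the groups were passed over in naming single genes. Among the others, the largest rises were those of *Myl9* (ENSMUSG00000067818, chromosome 2 from 156775420 to 156781658), a myosin light chain, and *Tpm2* (ENSMUSG00000028464, chromosome 4 from 43514711 to 43523595), a tropomyosin. *Myl9* had 244 ± 107 FPKM (SD, n = 4) against 3.17 ± 0.922 (SD, n = 4), a log2 fold change of 5.80 (adjusted p = 0.000927). *Tpm2* had 199.8 ± 73.6 FPKM (SD, n = 4) against 3.22 ± 0.885 (SD, n = 4), a log2 fold change of 5.52. *S100a8* (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035), a gene of neutrophils, followed with 647 ± 200.1 FPKM (SD, n = 4) against 15.7 ± 7.77 (SD, n = 4), a log2 fold change of 5.32 (adjusted p = 0.00116). The largest falls among these genes, beside *Pdgfra*, were those of the pseudogenes *Olfr1401-ps1* and *Sult1c2-ps2*, whose adjusted p-values were no longer under 0.05 with a pseudocount of 0.1 or with FPKM scaled to the same sum. *Olfr1401-ps1* (ENSMUSG00000107258, chromosome 5 from 75141348 to 75141558), which lies next to *Pdgfra*, had 1.82 ± 2.22 FPKM (SD, n = 4) in *Acta2-tdT* and 20.6 ± 3.36 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of -3.33 (adjusted p = 0.0291). *Sult1c2-ps2* (ENSMUSG00000105885, chromosome 17 from 53802860 to 53803479) had 0.331 ± 0.391 FPKM (SD, n = 4) and 2.26 ± 0.730 (SD, n = 4), a log2 fold change of -1.31 (adjusted p = 0.0423). In each of these genes, every mouse of one group lay above every mouse of the other (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow).

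The paper takes up RNA sequencing after its stainings and lineage tracing, by which it reasons that αSMA- and PDGFRα-expressing cells are largely separate. From the principal components and the heatmap (Fig. 7, B and C), it concludes that the sorted cells form distinct clusters in normal adult lungs.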

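Molecular functions were scored with hand-written lists of well-known members, as the mean log2(FPKM + 1) of the members with FPKM of at least 1 in at least 4 of the 8 saline-treated mice. In all, 47 such list tests were adjusted together, and the smallest p-value that 4 mice against 4 allow became 0.052 after adjustment. The list of contractile genes, which holds actin- and tropomyosin-binding genes, scored 3.90 ± 0.42 (SD, n = 4) in *Acta2-tdT* and 1.36 ± 0.64 (SD, n = 4) in *Pdgfra-tdT* cells. This difference of 2.54 is larger than the spread within either group, with all 4 *Acta2-tdT* mice above all *Pdgfra-tdT* mice. Of its 23 tested members, 21 were higher in *Acta2-tdT* cells, 14 of them with an adjusted p-value under 0.05. Subtracting the receptor genes' background before scaling, a setting chosen after seeing the data, moved this difference most, to 4.32.

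The list of genes binding MAPK kinases scored 1.38 ± 0.35 (SD, n = 4) in *Acta2-tdT* and 0.90 ± 0.80 (SD, n = 4) in *Pdgfra-tdT* cells, a difference of 0.48 (exact two-sided permutation test, p = 0.314, adjusted 0.399). Only 2 of its 15 members were tested. The list of complement-binding genes (10 of 22 tested) scored 1.77 ± 0.27 (SD, n = 4) and 1.12 ± 0.83 (SD, n = 4), a difference of 0.65 (exact two-sided permutation test, p = 0.143, adjusted 0.204). The list of PDGF-binding genes (8 of 13 tested) scored 1.53 ± 0.16 (SD, n = 4) and 1.02 ± 0.54 (SD, n = 4), a difference of 0.51 (exact two-sided permutation test, p = 0.114, adjusted 0.173). Its 1 member that was lower in *Acta2-tdT* cells with an adjusted p-value under 0.05 was *Pdgfra*. *Pdgfra-tdT* mouse 3 scored 2.095 for MAPK kinase, 2.36 for complement and 1.73 for PDGF binding. The other 3 *Pdgfra-tdT* mice scored below every *Acta2-tdT* mouse in each of the 3 lists, at most 0.57 against at least 0.94, 0.80 against 1.49 and 1.09 against 1.39.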

Gene ontology (GO) analysis of molecular functions revealed that *Acta2-tdT* cells were enriched in actin and tropomyosin binding, suggesting a predominance of the contractile phenotype in these cells, while *Pdgfra-tdT* cells in MAPK kinase binding and complement component and PDGF binding (Supplemental Table S1*A*; https://doi.org/10.5281/zenodo.3532795). 

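In bleomycin-treated mice, 9553 of 11996 tested genes differed between *Acta2-tdT* and *Pdgfra-tdT* cells, 8520 higher and 1033 lower in *Acta2-tdT* cells, and 9765 had an unadjusted p-value under 0.05. The median log2 fold change of all tested genes was 1.81. Scaling the nuclear protein-coding FPKM of each mouse to the same sum, a setting chosen after seeing the data, moved this median by -1.26 and left 3574 genes, 1684 higher and 1890 lower. Adding the replicate number as a block in a paired fit gave 9380 genes here, and 36 genes in the saline-treated mice. Nothing in the paper says that mice with the same number were handled together.

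The first principal component held 59.6% and the second 9.93% of the variance. On the first component the *Acta2-tdT* mice lay between 81.9 and 178 and the *Pdgfra-tdT* mice between -228 and -18.6. The difference between group means made up 51.7% of the total sum of squares (exact one-sided permutation test, p = 0.0286, the smallest that 35 splits allow), against at most 37.0% for any other split.

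*Acta2* had 1989 ± 870.4 FPKM (SD, n = 4) in *Acta2-tdT* and 5.48 ± 9.29 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of 9.12 (standard error 0.99, adjusted p = 6.0e-05). Among the *Pdgfra-tdT* mice, mouse 5 had a log2(FPKM + 1) of 4.35 for *Acta2* and the other 3 mice between 0.87 and 0.88. *Tpm2* had 963 ± 367 FPKM (SD, n = 4) against 1.96 ± 3.58 (SD, n = 4), a log2 fold change of 8.90. *Mgp* (ENSMUSG00000030218, chromosome 6 of GRCm38 from 136872435 to 136875823), which encodes matrix Gla protein, had 8637 ± 4016 FPKM (SD, n = 4) against 60.4 ± 97.3 (SD, n = 4), a log2 fold change of 8.66. *Olfr1401-ps1* was lower in *Acta2-tdT* cells, with a log2 fold change of -3.27 (adjusted p = 0.000292). *Rpl31-ps21* (ENSMUSG00000096269, chromosome 5 from 21119149 to 21119522) had 0.316 ± 0.452 FPKM (SD, n = 4) against 7.75 ± 2.06 (SD, n = 4). *Trav6-1* (ENSMUSG00000076762, chromosome 14 from 52638515 to 52638962) had no FPKM in the *Acta2-tdT* mice and 4.86 ± 2.87 (SD, n = 4) in the *Pdgfra-tdT* mice. *Pdgfra* had 7.87 ± 3.94 FPKM (SD, n = 4) in *Acta2-tdT* and 1.70 ± 0.658 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of 1.60 (adjusted p = 0.00895). Its direction turned with the scaling to the same nuclear protein-coding sum, to -0.53 (exact two-sided permutation test, p = 0.257 with n = 4).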

Although bleomycin challenge (Fig. 7*D*) induced significant gene expression changes in both *Acta2-tdT* and *Pdgfra-tdT* cell populations, it did not affect *Acta2-tdT* and *Pdgfra-tdT* distinct cellular clusters (Fig. 7, *E* and *F*, and Supplemental Table S1B; https://doi.org/10.5281/zenodo.3532795). 

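In *Acta2-tdT* cells, 10849 of 12524 tested genes differed between bleomycin- and saline-treated mice, 8812 higher and 2037 lower with bleomycin, with a median log2 fold change of 1.76. An unadjusted p-value under 0.05 was found for 10922 genes. After scaling to the same nuclear protein-coding sum, which moved the median by -1.76, 2889 genes were higher and 3872 lower. The difference between group means made up 59.9% of the total sum of squares (exact one-sided permutation test, p = 0.0286), and the components held 62.4% and 7.19% of the variance. Bleomycin mice lay between 85.8 and 187 on the first component and saline mice between -169 and -117. *Spp1* (ENSMUSG00000029304, chromosome 5 of GRCm38 from 104435118 to 104441050), which encodes osteopontin, rose from 13.3 ± 1.45 (SD, n = 4) to 7215 ± 2923 FPKM (SD, n = 4), a log2 fold change of 8.86 (adjusted p = 2.9e-06). *Timp1* (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) rose from 4.43 ± 0.831 (SD, n = 4) to 1421 ± 536 FPKM (SD, n = 4), a log2 fold change of 7.96. Among the genes that could be named, the largest falls were in genes with low FPKM. *Tmem167-ps3* (ENSMUSG00000099744, chromosome 7 from 14006658 to 14006835) and *Pla2g10os* (ENSMUSG00000086550, chromosome 16 from 13729836 to 13737580) went from 9.02 ± 3.54 (SD, n = 4) and 7.75 ± 3.99 FPKM (SD, n = 4) to 0. *Ccl19-ps1* (ENSMUSG00000082902, chromosome 4 from 41921405 to 41923020) went from 14.7 ± 4.89 (SD, n = 4) to 1.36 ± 1.37 FPKM (SD, n = 4). The log2 fold change of *Acta2* was 3.13 (standard error 0.42, adjusted p = 6.4e-05), and 0.16 after the scaling to the same nuclear protein-coding sum. That of *Pdgfra* was 2.53 (standard error 0.38, adjusted p = 0.000118), and 1.12 after the scaling.

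In *Pdgfra-tdT* cells, 9 of 7278 tested genes passed the threshold, 2 higher and 7 lower with bleomycin, and 312 had an unadjusted p-value under 0.05. The median log2 fold change was 0.018, and the scaling moved it by -0.55. The difference between group means made up 15.5% of the total sum of squares (exact one-sided permutation test, p = 0.286), and another split reached 32.2%. The components held 39.2% and 13.7% of the variance, and bleomycin mice (-83.8 to 192) overlapped saline mice (-90.7 to 105) on the first component. Sample quality weights, the alternative that moved this count most, gave 552 genes. The 1 named gene with an adjusted p-value under 0.05, *Traj46* (ENSMUSG00000076884, chromosome 14 from 54172336 to 54172398), is a T cell receptor segment and went from 856 ± 468 FPKM (SD, n = 4) to 0. *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277334 to 117282274), a gene of macrophages, rose from 46.1 ± 21.5 (SD, n = 4) to 1440 ± 1064 FPKM (SD, n = 4), a log2 fold change of 4.69 (adjusted p = 0.10). *Ctss* (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403) rose from 4.77 ± 2.44 (SD, n = 4) to 189 ± 114 FPKM (SD, n = 4), a log2 fold change of 4.62 (adjusted p = 0.362). *Acta2* fell by 1.17 on the log2 scale (exact two-sided permutation test, p = 0.314 with n = 4). *Pdgfra* fell by 0.50 (exact two-sided permutation test, p = 0.114 with n = 4), and after the scaling to the same nuclear protein-coding sum it fell by 1.33, with every bleomycin mouse below every saline mouse (exact two-sided permutation test, p = 0.0286 with n = 4, adjusted p = 0.738 by limma).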

As expected, bleomycin induced significant changes in both *Acta2-tdT* and *Pdgfra-tdT* cells compared with saline treatment (Fig. 7, *G*–*I* and *J*–*L*). 

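Whether the bleomycin effect differed between *Acta2-tdT* and *Pdgfra-tdT* cells was tested with the interaction of line and treatment over all 16 mice. The lines also differ in the time of labeling, which this test cannot separate from the line. Of 16610 tested genes, 6605 had an adjusted p-value under 0.05 for the interaction, 6074 with a more positive effect in *Acta2-tdT* and 531 in *Pdgfra-tdT* cells, and 8399 had an unadjusted p-value under 0.05. The median difference of the effects was 1.05. Subtracting the receptor genes' background before scaling moved this count most, to 1016 genes, 438 more positive in *Acta2-tdT* and 578 in *Pdgfra-tdT* cells. Across the 5553 genes tested in both lines, the effects of bleomycin had a Pearson correlation of 0.697 and a Spearman correlation of 0.732. These are correlations across genes, which are not independent replicates. Of the 15 gene lists whose difference of effects was tested by permuting the line labels within each treatment, none had an adjusted p-value under 0.05, the smallest being 0.142. That test also shuffles the difference between the lines, and labellings that keep the bleomycin mice grouped by line keep the difference found with bleomycin. For ECM genes these were all 136 of the labellings that gave as large a difference, so the p-value was largely set by the design. A test that keeps the effects of line and treatment in place and permutes the residuals of the 16 mice, added after this was seen, gave an adjusted p-value under 0.05 for 11 of the 15 lists. It gave 3 after the scaling to the same nuclear protein-coding sum, 4 with all FPKM scaled to the same sum and 4 with quantile normalization. It assumes the same spread in all groups, which was not met. ECM scores, for example, went from 1.50 to 1.81 in *Acta2-tdT* saline and from 0.49 to 2.73 in *Pdgfra-tdT* bleomycin mice. The residual permutation p-values are therefore approximate.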

Our GO molecular functions were unique for each population. RNA binding, translation factor activity, and integrin binding were among the 20 most enriched molecular functions in *Acta2-tdT* cells from bleomycin-treated mice (Supplemental Table S1C; https://doi.org/10.5281/zenodo.3532795). 

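In *Acta2-tdT* cells, the list of translation factor genes scored 4.94 ± 0.44 (mean log2(FPKM + 1), SD, n = 4) with bleomycin and 1.73 ± 0.36 (SD, n = 4) with saline, a difference of 3.21 with 59 of 60 tested members higher. The list of integrin-binding genes scored 5.42 ± 0.49 (SD, n = 4) and 1.62 ± 0.26 (SD, n = 4), a difference of 3.80 with 38 of 40 tested members higher. In both lists every bleomycin mouse lay above every saline mouse (exact two-sided permutation test, p = 0.0286, adjusted 0.052), and the mean log2 fold change was at the percentile 100 of 10000 random lists matched on expression. Both lists kept this percentile after the scaling to the same nuclear protein-coding sum. That scaling moves the random lists too, so this says little about the share of reads. In *Pdgfra-tdT* cells the translation factor list rose by 0.94 (exact two-sided permutation test, p = 0.314) and the integrin-binding list by 1.33 (exact two-sided permutation test, p = 0.0857). Both were at the percentile 100 there too, and at 100 and 99.97 after the scaling. The difference of effects between the lines was 2.50 for translation factors (residual permutation p = 0.0045, adjusted 0.00874) and 3.13 for integrin binding (residual permutation p = 0.00081, adjusted 0.0036). After the same scaling, which was chosen after seeing the data, these differences of effects were 0.43 (residual permutation p = 0.464) and 1.27 (residual permutation p = 0.00635). They were 1.24 (residual permutation p = 0.0666) and 1.98 (residual permutation p = 0.00218) with all FPKM scaled to the same sum, and 0.91 (residual permutation p = 0.124) and 1.65 (residual permutation p = 0.00399) with quantile normalization. RNA binding was not scored.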

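In *Pdgfra-tdT* cells, the list of endopeptidase genes (27 of 63 tested) scored 3.56 ± 1.57 (mean log2(FPKM + 1), SD, n = 4) in bleomycin-treated and 1.74 ± 1.08 (SD, n = 4) in saline-treated mice. Its difference of 1.82 (exact two-sided permutation test, p = 0.0571, adjusted 0.096) had 26 members higher with bleomycin, and 3 of the 4 bleomycin mice lay above all saline mice. The list of cholesterol transporter genes (5 of 23 tested) scored 4.91 ± 1.89 (SD, n = 4) and 2.85 ± 1.57 (SD, n = 4), a difference of 2.06 with all 5 members higher (exact two-sided permutation test, p = 0.171, adjusted 0.230). *Apoe* (ENSMUSG00000002985, chromosome 7 of GRCm38 from 19696109 to 19699188), an apolipoprotein gene also made by macrophages, rose from 33.7 ± 21.4 (SD, n = 4) to 472 ± 300 FPKM (SD, n = 4), a log2 fold change of 3.54 (adjusted p = 0.640). In *Pdgfra-tdT* cells the endopeptidase and cholesterol transporter lists were at the percentiles 100 and 99.73 of matched random lists. After the scaling to the same nuclear protein-coding sum they were at 100 and 99.27. In *Acta2-tdT* cells the endopeptidase list rose by 3.31 and the cholesterol transporter list by 2.92, with every bleomycin mouse above every saline mouse. Their percentiles there were 100 and 99.45, and 100 and 99.23 after the scaling. The difference of effects between the lines was 2.15 for endopeptidases (residual permutation p = 0.00729, adjusted 0.012) and 1.73 for cholesterol transporters (residual permutation p = 0.0293, adjusted 0.040). With nuclear protein-coding FPKM scaled to the same sum they were 0.15 (residual permutation p = 0.745) and -0.079 (residual permutation p = 0.892), with all FPKM scaled to the same sum 0.92 (residual permutation p = 0.135) and 0.65 (residual permutation p = 0.345), and with quantile normalization 0.71 (residual permutation p = 0.226) and 0.64 (residual permutation p = 0.330).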

In the *Pdgfra-tdT* population, there was enrichment for endopeptidase activity and cholesterol transporter activity upon bleomycin treatment (Supplemental Table S1*C*; https://doi.org/10.5281/zenodo.3532795). Importantly, the molecular function collagen binding (Supplemental Table S1*C*; https://doi.org/10.5281/zenodo.3532795) was enriched in both populations upon bleomycin treatment, suggesting that both *Acta2-tdT* and *Pdgfra-tdT* cells are associated with collagen.

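The list of collagen-binding genes (38 of 46 tested) scored 4.95 ± 0.51 (mean log2(FPKM + 1), SD, n = 4) in bleomycin- and 1.65 ± 0.22 (SD, n = 4) in saline-treated *Acta2-tdT* mice. Every bleomycin mouse lay above every saline mouse, and 37 of the 38 members were higher with an adjusted p-value under 0.05. In *Pdgfra-tdT* cells 12 members were tested. They scored 3.25 ± 1.57 (SD, n = 4) with bleomycin and 1.84 ± 0.82 (SD, n = 4) with saline, a difference of 1.42 (exact two-sided permutation test, p = 0.143, adjusted 0.204). Of these 12 members, 11 were higher and 0 had an adjusted p-value under 0.05, and 2 of the 4 bleomycin mice lay above all saline mice. The mean log2 fold change of the members lay at the percentile 99.7 of matched random lists after the scaling to the same nuclear protein-coding sum, and at 100 in *Acta2-tdT* cells. The difference of effects between the lines was 2.60 (residual permutation p = 0.00144, adjusted 0.0036), and 0.88 after that scaling (residual permutation p = 0.0295, adjusted 0.0886). It was 1.54 with all FPKM scaled to the same sum (residual permutation p = 0.00901) and 1.32 with quantile normalization (residual permutation p = 0.0133).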

**Fig. 7.**
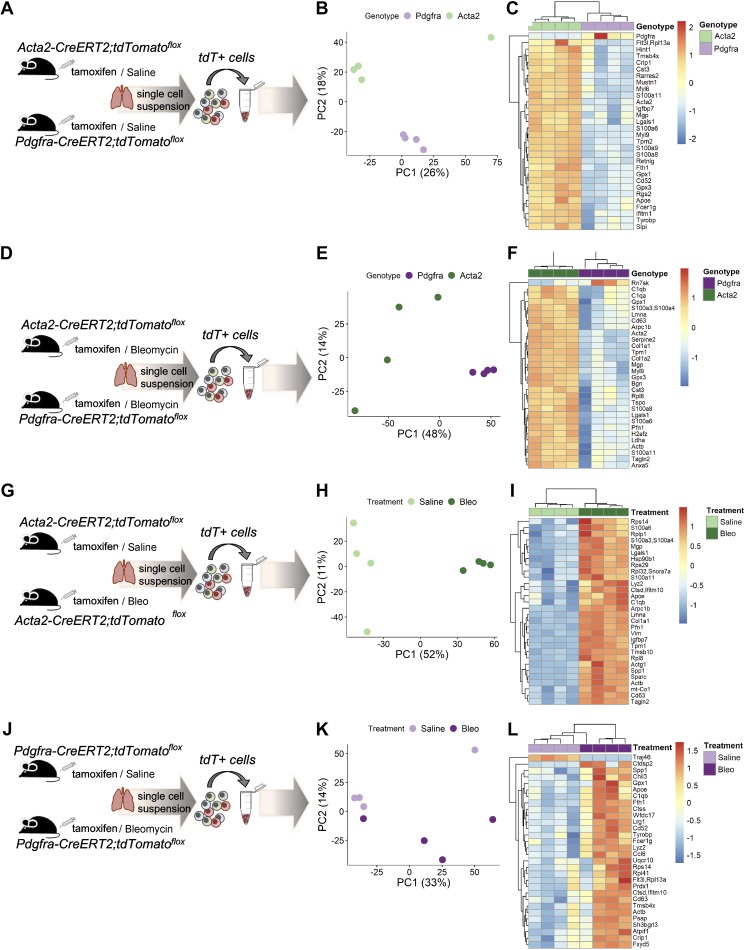
α-Smooth muscle actin (αSMA)- and platelet-derived growth factor receptor-α (PDGFRα)-expressing cells present a distinct gene expression. *A, D, G, J*: schematic representation of the applied workflow for RNA sequencing. *B, E, H, K*: principal component analysis (PCA) of the normalized RNA-Seq data transcripts of the reported groups. *C, F, I, L*: heatmap of hierarchical clustering showing the top 30 differentially expressed protein-coding genes between the reported groups.

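The genes of each heatmap were read from Fig. 7 and looked up in the FPKM. In Fig. 7C, all 30 genes had the direction of the heatmap, with log2 fold changes from -1.43 to 5.80, and 20 had an adjusted p-value under 0.05 by limma. Among them, *S100a9* (ENSMUSG00000056071, chromosome 3 of GRCm38 from 90692632 to 90695721), a gene of neutrophils, had 278 ± 89.4 FPKM (SD, n = 4) in *Acta2-tdT* and 6.99 ± 2.51 (SD, n = 4) in *Pdgfra-tdT* cells. *Tyrobp* (ENSMUSG00000030579, chromosome 7 from 30413788 to 30417577), a signaling adaptor of leukocytes whose adjusted p-value was 0.067 after the scaling to the same nuclear protein-coding sum, had 114 ± 41.1 FPKM (SD, n = 4) and 12.1 ± 8.03 (SD, n = 4). In Fig. 7F, all 30 genes had the heatmap's direction and 29 an adjusted p-value under 0.05. With the nuclear protein-coding sum made equal, 19 did. The exception without that scaling was *Rn7sk* (ENSMUSG00000065037, chromosome 9 from 78175303 to 78175633), a small RNA that the annotation does not count as protein-coding. It had 32.9 ± 13.0 FPKM (SD, n = 4) in *Acta2-tdT* and 325 ± 463 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of -1.84 (adjusted p = 0.174). *C1qb* (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187), a complement gene of macrophages, had 1514 ± 988 FPKM (SD, n = 4) and 104 ± 61.1 (SD, n = 4), a log2 fold change of 4.00 that was 1.38 after that scaling.

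In Fig. 7I, all 30 genes were higher with bleomycin with an adjusted p-value under 0.05, by log2 fold changes from 3.31 to 8.86. *Sparc* (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183), which encodes a matrix protein, rose from 91.5 ± 20.0 (SD, n = 4) to 5451 ± 2447 FPKM (SD, n = 4). Genes that macrophages express were among these 30 too, with log2 fold changes of 4.57 for *Lyz2*, 4.28 for *Apoe* and 5.06 for *C1qb*. In *Pdgfra-tdT* cells their log2 fold changes were 4.69, 3.54 and 3.65, none with an adjusted p-value under 0.05. A rise of such genes was therefore not particular to *Pdgfra-tdT* cells. In Fig. 7L, all 30 genes had the direction of the heatmap, 29 were tested and 1 had an adjusted p-value under 0.05. The gene that was not tested, *Ctdsp2* (ENSMUSG00000078429, chromosome 10 from 126978717 to 126999975), had 2.18 ± 3.50 FPKM (SD, n = 4) with bleomycin and 0.282 ± 0.156 (SD, n = 4) with saline. Among the others, *Chil3* (ENSMUSG00000040809, chromosome 3 from 106147554 to 106167564), a gene of macrophages, rose from 3.95 ± 1.51 (SD, n = 4) to 110 ± 104 FPKM (SD, n = 4), a log2 fold change of 3.79 (adjusted p = 0.573).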

### Murine Models Show Cellular Collagen Expression with Both αSMA- and PDGFRα-expressing Cells but Preferential Association of Desmin with αSMA-expressing Cells

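In bleomycin-treated mice, the list of contractile genes (28 of 30 tested) scored 5.96 ± 0.43 (mean log2(FPKM + 1), SD, n = 4) in *Acta2-tdT* and 1.35 ± 1.08 (SD, n = 4) in *Pdgfra-tdT* cells. All 28 members were higher in *Acta2-tdT* cells, 26 of them with an adjusted p-value under 0.05, and the difference of 4.61 exceeds the spread within either group (exact two-sided permutation test, p = 0.0286, adjusted 0.052). *Des* (ENSMUSG00000026208, chromosome 1 of GRCm38 from 75360329 to 75368579), which encodes desmin, had 351 ± 176 FPKM (SD, n = 4) in *Acta2-tdT* and 0.718 ± 1.07 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of 7.71 (standard error 0.71, adjusted p = 4.1e-05). Among the *Pdgfra-tdT* mice, mouse 5 had a log2(FPKM + 1) of 1.73 for *Des* and the other 3 between 0.13 and 0.31. With saline, *Des* had 10.8 ± 3.87 FPKM (SD, n = 4) in *Acta2-tdT* and 1.03 ± 0.618 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change of 2.54 (standard error 0.35, adjusted p = 0.00974). With bleomycin *Des* rose by 4.82 (log2) in *Acta2-tdT* cells, and by 1.98 after the scaling to the same nuclear protein-coding sum. In *Pdgfra-tdT* cells it was below the filter, with a log2 fold change of -0.36 (exact two-sided permutation test, p = 0.400 with n = 4). The interaction of line and treatment was 5.18 for *Des* (standard error 0.70, adjusted p = 0.000131).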

Our human histological analysis and RNA-Seq results revealed shared collagen production, but skewed expression of contractile machinery proteins between αSMA- and PDGFRα-expressing cells. In the final step, we therefore investigated the association of collagen and desmin marker expression with each of those cell populations in murine pulmonary fibrosis models.

In contrast to the human lungs where nearly all PDGFRα*+* cells were positive for collagen, in the bleomycin model only ~10% of parenchymal and ~30% of perivascular *Pdgfra-tdT*+ cells costained with COL1 (Fig. 8, *A*–*C*). Moreover, bleomycin treatment showed ~20% of parenchymal and ~10% of perivascular double αSMA/COL1 + cells (Fig. 8, *B* and *C*)

**Fig. 8.**
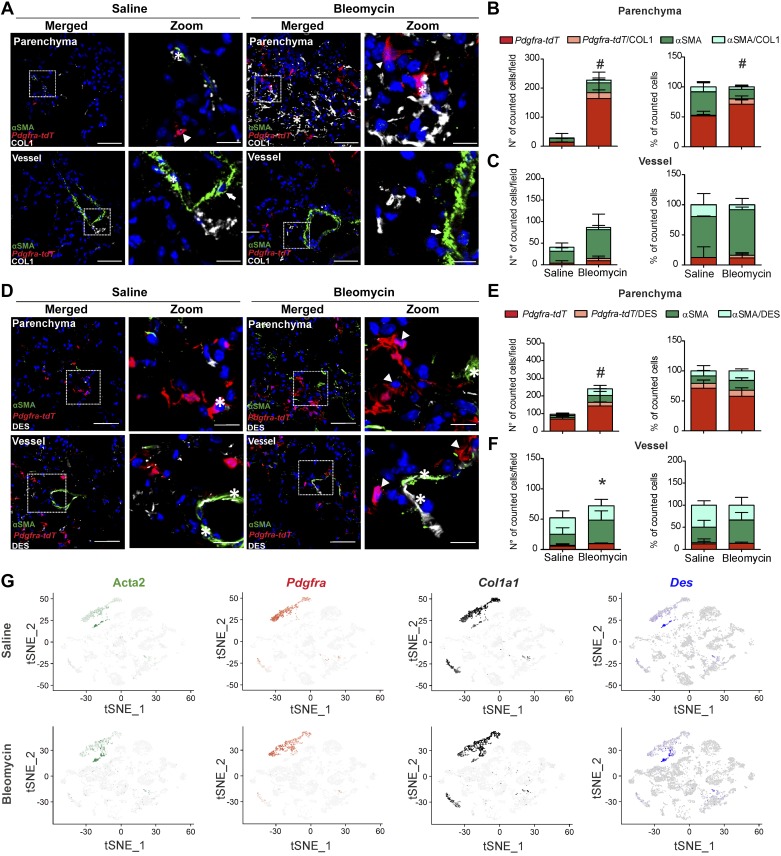
A fraction of both α-smooth muscle actin (αSMA) and platelet-derived growth factor receptor-α (PDGFRα)-positive cells express collagen 1 (COL1), while desmin (DES) is expressed mostly by αSMA-expressing cells in bleomycin. *A*: lineage tracing of PDGFRα-positive cells (*Pdgfra-tdT*) and immunofluorescence staining for αSMA and COL1 in saline- and bleomycin-treated mice. Parenchymal and vascular regions are shown. Scale bar: single staining and merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single *Pdgfra-tdT*-positive cells; asterisk: double αSMA/COL1 or *Pdgfra-tdT*/COL1-positive cells. Number and percentage of single αSMA, single *Pdgfra-tdT*, αSMA/COL1 and *Pdgfra-tdT* /COL1 double positive cells in the parenchyma (*B*) and in the vasculature (*C*). *P* value < 0.05 was considered significant. #Differences between single *Pdgfra-tdT* positive cells in bleomycin compared with saline. *D*: lineage tracing of PDGFRα-positive cells (*Pdgfra-tdT*) and immunofluorescence staining for αSMA and DES in saline- and bleomycin-treated mice. Parenchymal and vascular region are shown. Scale bar: merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double αSMA/DES or PDGFRα/DES-positive cells. Number and percentage of αSMA, *Pdgfra-tdT*, αSMA/DES, and *Pdgfra-tdT* /DES double positive cells in the parenchyma (*E*) and in the vasculature (*F*). *P* value < 0.05 was considered significant. #Differences between single *Pdgfra-tdT*-positive cells; *differences between single αSMA-positive cells in bleomycin compared with saline treatment. *G*: *t*-distributed stochastic neighbor embedding (tSNE) plots showing expression of Acta2, Pdgfra, Col1a1, and Des on the fibroblasts cluster upon saline and bleomycin treatment. Data from the Peyser et al. data set (GSE129605) (23).

Similar to the human lungs, DES expression was observed preferentially in αSMA+ cells in bleomycin (Fig. 8*D*). Interestingly, while we observed an ~20–30% increase in αSMA+/DES+ cells in the parenchyma of bleomycin, the percentage of double positive cells decreased by ~30% in the vascular compartment of bleomycin compared with the saline controls (Fig. 8, *E* and *F*). These finding were further substantiated by analyzing an independent public scRNA-Seq data set (GSE129605) derived from lungs of saline- and bleomycin-treated mice (23). In the fibroblast cell pool of both bleomycin- and saline-treated mice, the expression of Acta2 and Pdgfra was limited to distinct cell subsets with limited overlap (Fig. 8*G*). Similar to the fluorescence approach, expression of collagen (Col1a1) expression was detected in both Acta2 and Pdgfra subsets, while desmin (Des) was mostly restricted to Acta2 cells (Fig. 8*G*).

In *Fra-2 Tg* mice, collagen deposition in the vascular compartment was more pronounced than in bleomycin-treated mice and was observed both peri- and intravascularly (Fig. 9). Similar to the bleomycin model, only ~10–20% of parenchymal and ~30–40% of perivascular *Pdgfra-tdT*+ cells costained with COL1 (Fig. 9, *B* and *C*) in *Fra-2 Tg*. The percentage of double αSMA+/COL1+ cells was, similar to the human lungs, ~50% and ~65% of in the parenchymal and vascular compartments, respectively (Fig. 9, *B* and *C*). DES expression was again almost exclusively observed in αSMA+ cells (Fig. 9, *D*–*F*).

**Fig. 9.**
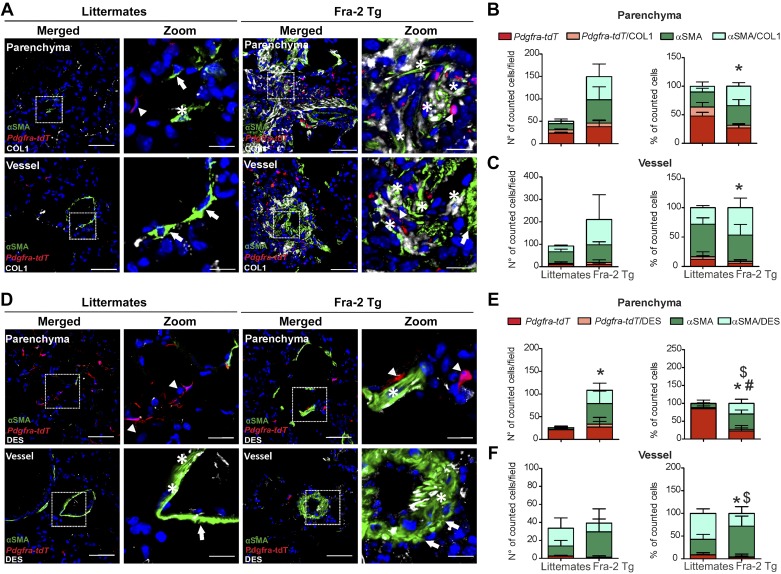
A fraction of both α-smooth muscle actin (αSMA)- and platelet-derived growth factor receptor-α (PDGFRα)-positive cells express collagen 1 (COL1), while desmin (DES) is expressed mostly by αSMA-expressing cells in *Fra-2 Tg* mice. *A*: lineage tracing of PDGFRα-positive cells (*Pdgfra-tdT*) and immunofluorescence staining for αSMA and COL1 in wild-type (wt) littermates and *Fra-2 Tg* mice. Parenchymal and vascular regions are shown. Scale bar: merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single PDGFRα-positive cells; asterisk: double αSMA/COL1 or PDGFRα/COL1-positive cells. Number and percentage of single αSMA, single *Pdgfra-tdT*, αSMA/COL1, and *Pdgfra-tdT*/COL1 double positive cells in the parenchyma (*B*) and in the vasculature (*C*). *P* value < 0.05 was considered significant. *Differences between single αSMA-positive cells in *Fra-2 Tg* mice compared with wt littermates. Cell count was performed in 3–5 images for mouse section from *n* = 2–3 different littermate controls and *Fra-2 Tg* mice. *D*: lineage tracing of PDGFRα cells (*Pdgfra-tdT*) and immunofluorescence staining for αSMA and DES in wt littermates and *Fra-2 Tg* mice. Parenchymal and vascular regions are shown. Scale bar: merged 50 µm; zoomed merged 12.5 µm. Arrows: single αSMA-positive cells; arrowheads: single *Pdgfra-tdT*-positive cells; asterisk: double αSMA/DES or *Pdgfra-tdT*/DES-positive cells. Number and percentage of αSMA, *Pdgfra-tdT* single positive, αSMA/DES, and *Pdgfra-tdT*/DES double positive cells in the parenchyma (*E*) and in the vasculature (*F*). *P* value < 0.05 was considered significant. #Differences between single *Pdgfra-tdT*-positive cells; *differences between single αSMA-positive cells; $difference between double αSMA/DES-positive cells in *Fra-2 Tg* mice compared with wt littermates. Cell count was performed in 3–6 images for mouse section. *n* = 3–4 different littermate controls and *Fra-2 Tg* mice.

## DISCUSSION

Understanding the cellular heterogeneity accompanying parenchymal and vascular remodeling is an important step in the development of novel antifibrotic therapies. Previously, myofibroblasts (αSMA+ cells) were speculated to be the main source of collagen production in the lung, however, this paradigm has recently been questioned in mouse lung fibrosis (29). Furthermore, recent studies have given first insights into underlying differences in mesenchymal populations (25, 34). It is becoming increasingly obvious that the mesenchymal cell pool is a highly heterogeneous mixture of cells, yet how much of this difference is due to predetermined cell fates and different lineage trajectories versus more plastic cell states and phenotypic modulation is currently unknown. The main finding of our study is that transcriptionally distinct cell populations marked by high expression of either αSMA or PDGFRα represent independent lineages in adult lungs with a characteristic contribution to parenchymal and vascular remodeling that is shared between murine models and human patients.

Using a binary lineage-tracing approach (*Acta2-tdT and Pdgfra-tdT*) in two distinct animal models of lung fibrosis (bleomycin and *Fra-2 Tg*), we show anatomically preferential localization of αSMA- and PDGFRα-expressing cells at baseline and in fibrosis. We identified a compartment-specific fibrotic response in which vascular remodeling is mostly represented by the expansion of resident αSMA+ cells, with the contribution of PDGFRα+ cells limited to the perivascular regions, and parenchymal remodeling consisting predominantly of PDGFRα+ cells. Importantly, the fate-mapping approach supported the immunofluorescent histological analysis showing limited overlap between αSMA and PDGFRα expression. The relatively low number of lineage-labeled cells that are coexpressing both αSMA and PDGFRα indicate a low transdifferentiation potential between these two cell populations in adult lungs and imply that even during a fibrotic response, these two populations are maintained and behave as separate lineages. This data interpretation was further supported by the analysis of open access scRNA-Seq data set from human donor and IPF lungs deposited in the public domain by an independent research group (25). Additionally, our global gene expression analysis revealing divergent transcriptome profiles between the two populations further suggest not only separate lineages but specialized biological roles as well. 

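The differences between the lines were compared between treatments. Of the 237 genes that differed between *Acta2-tdT* and *Pdgfra-tdT* cells with saline, 216 were also tested with bleomycin. There, 213 kept their direction, 205 had an adjusted p-value under 0.05, and 203 had both. Of the 237 genes, 222 were higher in *Acta2-tdT* cells, and with bleomycin 8520 of 9553 differential genes were higher there. These counts therefore follow largely from the common direction of most genes, and no count after scaling is given. Over 5434 genes tested with both treatments, the log2 fold changes between the lines had a Pearson correlation of 0.608 and a Spearman correlation of 0.679. These are correlations across genes, which are not independent replicates.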

Our results suggest that independent accumulation of these cell types is the main cellular mechanism underlying pathological lung remodeling in adulthood. This is in contrast to a recent study that used a tetracycline-inducible Pdgfra lineage tracer line and reported that up to 40% of myofibroblasts originate from Pdgfra lineage upon bleomycin injury (17). The reason for this discrepancy with our results is currently unknown and would require additional clarification but could be the result of efficiency and specificity of tamoxifen labeling and use of different myofibroblast markers (αSMA versus SM22α). Different lineage tracing mouse lines and strain could also affect the results as we have observed a lower number of labeled PDGFRα between saline and wild type littermate controls.

The observed differences between these two major populations on a cellular level could form a basis of variable disease progression and heterogeneity observed in the clinical setting. Indeed, a growing body of evidence indicates that diverse lung-resident mesenchymal populations contribute to pulmonary fibrosis (27, 32, 34). This is particularly mirrored by their specific set of genes upregulated in fibrotic condition. 

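The list of ECM genes rose in *Acta2-tdT* cells from 1.60 ± 0.14 (mean log2(FPKM + 1), SD, n = 4) with saline to 6.23 ± 0.57 (SD, n = 4) with bleomycin. The difference of 4.63 exceeds the spread between mice (exact two-sided permutation test, p = 0.0286, adjusted 0.052), and all 56 tested members were higher. In *Pdgfra-tdT* cells, where 17 members were tested, the list scored 2.06 ± 0.86 (SD, n = 4) with saline and 2.77 ± 1.90 (SD, n = 4) with bleomycin, a difference of 0.71 (exact two-sided permutation test, p = 0.629, adjusted 0.671). Its direction turned when the receptor genes' background was subtracted before scaling, to -0.045. The difference of effects between the lines was 4.31 (residual permutation p = 0.00042, adjusted 0.0036), and 2.91 after the scaling to the same nuclear protein-coding sum (residual permutation p = 0.00046). It was 3.38 with all FPKM scaled to the same sum (residual permutation p = 0.00058) and 2.94 with quantile normalization (residual permutation p = 0.00069).

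The list of inflammatory genes rose in *Pdgfra-tdT* cells from 2.12 ± 0.27 (SD, n = 4) to 4.34 ± 1.28 (SD, n = 4), with all 4 bleomycin mice above all saline mice and 22 of 23 tested members higher. The difference of 2.22 (exact two-sided permutation test, p = 0.0286, adjusted 0.052) was 2.71 with the median over members (exact two-sided permutation test, p = 0.0857). None of the 23 members had an adjusted p-value under 0.05. In *Acta2-tdT* cells the list rose from 2.52 ± 0.46 (SD, n = 4) to 5.83 ± 0.37 (SD, n = 4). The difference of effects between the lines was 2.01 (residual permutation p = 0.00079, adjusted 0.0036), and 0.047 after the scaling to the same nuclear protein-coding sum (residual permutation p = 0.927). It was 0.78 with all FPKM scaled to the same sum (residual permutation p = 0.117) and 0.62 with quantile normalization (residual permutation p = 0.160).

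The list of ribosomal protein genes in *Pdgfra-tdT* cells scored 2.81 ± 1.32 (SD, n = 4) with saline and 4.34 ± 1.97 (SD, n = 4) with bleomycin, a difference of 1.53 (exact two-sided permutation test, p = 0.371, adjusted 0.459). All 78 tested members were higher, 0 of them with an adjusted p-value under 0.05. In *Acta2-tdT* cells it rose from 4.21 ± 0.50 (SD, n = 4) to 7.93 ± 0.46 (SD, n = 4), by 3.72 (exact two-sided permutation test, p = 0.0286, adjusted 0.052), with all 79 tested members higher. The difference of effects between the lines was 2.196 (residual permutation p = 0.104, adjusted 0.130), and after the scaling to the same nuclear protein-coding sum -0.24 (residual permutation p = 0.781). It was 0.67 with all FPKM scaled to the same sum (residual permutation p = 0.503) and 0.69 with quantile normalization (residual permutation p = 0.476).

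**Figure D2:**
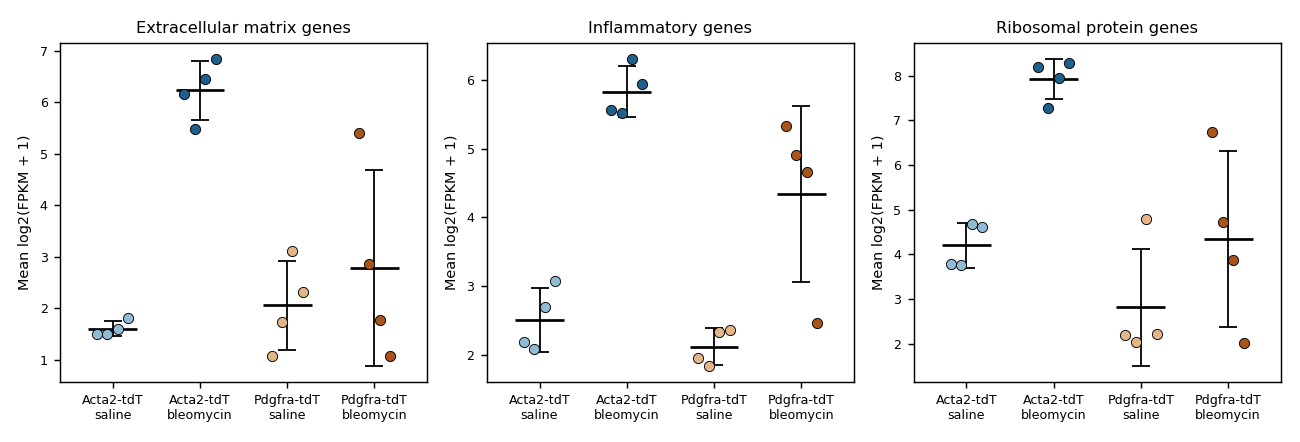
Mean log2(FPKM + 1) of the lists of ECM, inflammatory and ribosomal protein genes in each mouse, from the comparison of bleomycin with saline in each line. Points are mice and bars the mean ± SD of 4 mice. The members tested differ between the lines, so scores compare within a line. In all 3 lists the *Acta2-tdT* bleomycin mice lie above the *Acta2-tdT* saline mice.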

While αSMA + cells upregulated mostly ECM genes, PDGFRα+ cells were mostly enriched in inflammatory and ribosomal genes.

The involvement of vascular remodeling in fibrotic lung disease is an underinvestigated field. We have previously shown extensive vascular remodeling in advanced IPF and specific gene expression patterns (11). However, cellular changes in the vascular compartment and the fate of different cell types during fibrosis was not addressed. In this study, we have demonstrated that vascular αSMA+ cells originate from pre-existing smooth muscle cells applying two independent lung fibrosis models. This is further supported by the exclusive expression of the contractile marker DES on αSMA+ cells. This is in line with our previous study where similar results were obtained by using different remodeling stimuli such as hypoxia or allergen challenge (7, 19). Additionally, in both our murine models we could show that the percentage of αSMA+ cells expressing DES decreased, while those positive for COL1 increased, suggesting either a shift from a contractile to a synthetic phenotype in αSMA+ cells or expansion of the COL1+/αSMA+ population in fibrotic conditions. In human IPF, COL1- and DES-positive αSMA+ cells were both increased, suggesting a different dynamic of αSMA-mediated remodeling in mice and humans. It is also possible that the observed differences reflect different stages of the remodeling process, which is still ongoing in mice but at an end stage in the human IPF samples.

The contribution of αSMA+ cells in pulmonary fibrosis has been extensively addressed; however, the source of parenchymal myofibroblasts remains elusive. A recent study reported axis inhibition protein 2 (Axin2)+ cells as the source of αSMA-expressing myofibroblasts upon injury (35), while double Axin2/PDGFRα-positive cells represented a distinct lineage showing a proliferative response upon lung injury (35). Another study reported that glioma-associated oncogene homolog 1 (Gli1)-positive cells give rise to αSMA+ cells, while only a minor percentage of Gli1+ cells retained PDGFRα expression in the lung (14). However, an independent study delineating the transcriptional consequences of hedgehog pathway activation in pulmonary fibroblasts revealed major effects on cell cycle genes, but no increase in contractile machinery, indicating a lack of transdifferentiation into myofibroblasts (22). Similarly, we demonstrate an expansion of PDGFRα+ cells with minimal αSMA coexpression.

This is in contrast to observations from lung development studies where PDGFRα+ cells have been identified as the main source of interstitial αSMA+ cells (alveolar myofibroblasts) (21), implying the importance of contextualizing the obtained finding. Possible explanations for these differences could be the loss of cell plasticity of a common progenitor cell in adulthood. While PDGFRα expression might be a shared intermediate stage among different lineages during development, cell marker expression and behavior could become restricted in adulthood. The small number of αSMA+/PDGFRα+ cells in both normal and fibrotic conditions could therefore indicate a special subpopulation of PDGFRα+ or αSMA+ cells. It remains an open question whether the source of these αSMA+/PDGFRα double positive cells is through acquisition of PDGFRα expression by some progenitors of the αSMA+ lineage, such as Adrp+ (10), Axin2+ (35), or Tbx4+ cells (32), or alternatively acquisition of αSMA expression from a small subset of PDGFRα lineage cells. Another possibility is that the αSMA+/PDGFRα+ population is established early in development as a separate lineage that persists as a small cell population into adulthood. Irrespective of the origin of the double positive cells, our reciprocal fate mapping approach effectively excludes a significant contribution of this subpopulation to fibrotic remodeling. The overarching conclusion is that the appearance and expansion of parenchymal αSMA+ cells (myofibroblasts) seem to be independent of PDGFRα+ cells in adulthood, but rather controlled by different cellular mechanisms, possibly including expansion of resident alveolar myofibroblasts and upregulation of αSMA expression in other lineages.

Our results from lineage tracing and immunofluorescence staining in bleomycin and *Fra-2 Tg* animal models and in human IPF lungs revealed that both PDGFRα+ and αSMA+ cells exhibit collagen positivity. This finding was also confirmed in our bulk RNA-Seq data set and further supported by an independent data set derived from bleomycin- and saline-treated mice (23). 

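*Col1a1* (ENSMUSG00000001506), on chromosome 11 of GRCm38 from 94936224 to 94953042, had 2.03 ± 0.299 FPKM (SD, n = 4) in *Acta2-tdT* and 1.95 ± 1.37 (SD, n = 4) in *Pdgfra-tdT* cells of saline-treated mice. Their difference was within the spread between mice (exact two-sided permutation test, p = 0.714). With bleomycin it had 670 ± 342 FPKM (SD, n = 4) in *Acta2-tdT* and 3.75 ± 6.39 (SD, n = 4) in *Pdgfra-tdT* cells, a log2 fold change between the lines of 7.79 (standard error 0.94, adjusted p = 8.9e-05). *Col1a2* (ENSMUSG00000029661, chromosome 6 from 4505493 to 4541544) had 3.16 ± 0.499 FPKM (SD, n = 4) and 1.93 ± 1.32 (SD, n = 4) with saline, and 586 ± 219 (SD, n = 4) and 5.00 ± 9.43 (SD, n = 4) with bleomycin, in the same order of lines. *Col3a1* (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had 2.09 ± 0.386 FPKM (SD, n = 4) and 1.09 ± 0.911 (SD, n = 4) with saline, and 279 ± 172 (SD, n = 4) and 4.04 ± 7.23 (SD, n = 4) with bleomycin. The log2 fold changes between the lines with bleomycin were 7.75 for *Col1a2* (adjusted p = 0.000114) and 6.58 for *Col3a1* (adjusted p = 0.000199).

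From saline to bleomycin in *Acta2-tdT* cells, the log2 fold changes were 7.62 for *Col1a1*, 7.06 for *Col1a2* and 6.29 for *Col3a1*, with every bleomycin mouse above every saline mouse. In *Pdgfra-tdT* cells they were 0.00081 for *Col1a1* (adjusted p = 0.9996), -0.049 for *Col1a2* (adjusted p = 0.987) and 0.38 for *Col3a1* (adjusted p = 0.868). The signs of the changes of *Col1a1* and *Col3a1* turned under scaling, to -0.54 and -0.13 with FPKM scaled to the same sum of all genes. Among the *Pdgfra-tdT* bleomycin mice, mouse 5 had a log2(FPKM + 1) of 3.84 for *Col1a1* and 4.33 for *Col1a2*, and the other 3 mice had between 0.37 and 0.91 for *Col1a1* and between 0.31 and 0.40 for *Col1a2*. The interaction of line and treatment was 7.62 for *Col1a1* (adjusted p = 0.000102), 7.11 for *Col1a2* (adjusted p = 0.000312) and 5.91 for *Col3a1* (adjusted p = 0.000783). With bleomycin a list of fibroblast genes scored 1.21 ± 1.26 (mean log2(FPKM + 1), SD, n = 4) in *Pdgfra-tdT* and 5.34 ± 0.62 (SD, n = 4) in *Acta2-tdT* cells. Only 6 of its 20 members were tested for bleomycin in *Pdgfra-tdT* cells. The collagen changes there thus rest on low FPKM and do not test the paper's COL1 staining.

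**Figure D3:**
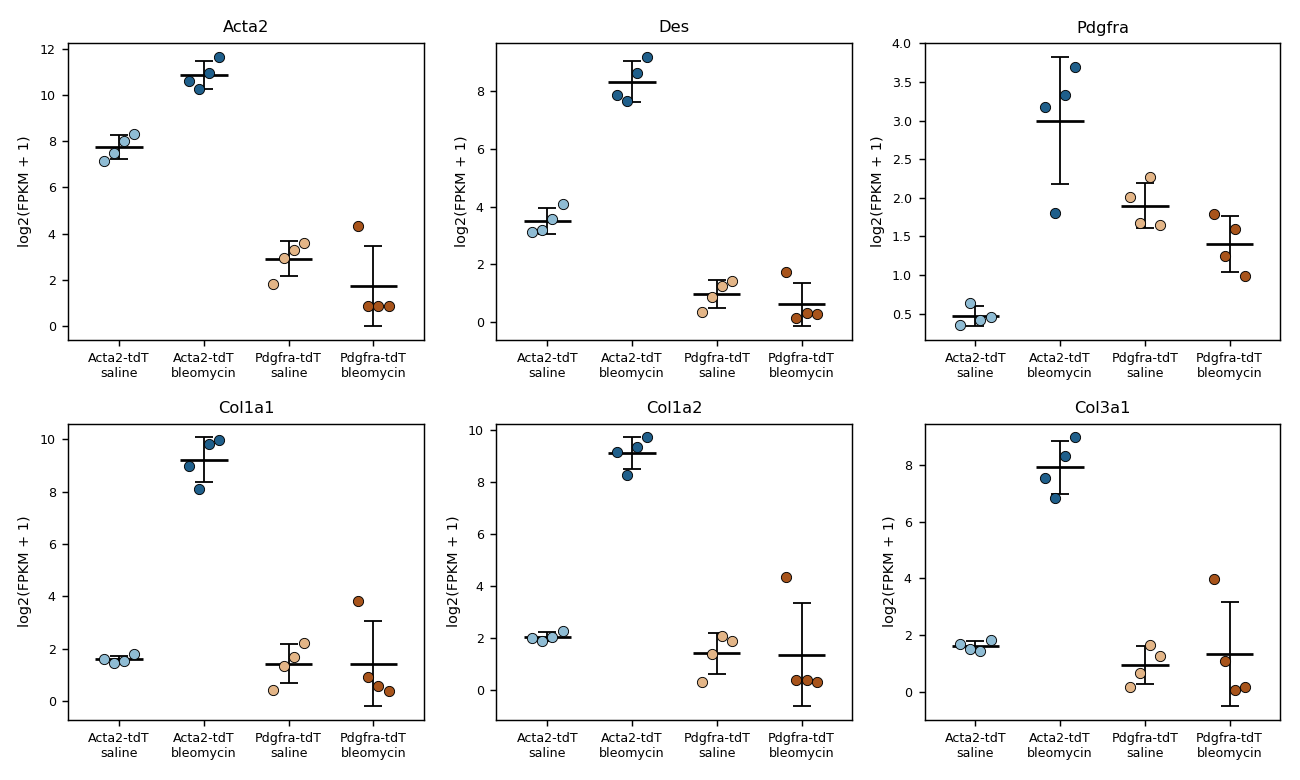
The log2(FPKM + 1) of *Acta2*, *Des*, *Pdgfra*, *Col1a1*, *Col1a2* and *Col3a1* in each mouse. Points are mice and bars the mean ± SD of 4 mice. The 3 collagen genes of the *Acta2-tdT* bleomycin mice lie above those of all other mice, and in the *Pdgfra-tdT* bleomycin group mouse 5 lies highest for each of them.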

The finding of collagen production being not exclusively produced by αSMA+ cells but also by PDGFRα+ cells is in line with a recent study showing that in bleomycin-induced lung fibrosis, PDGFRα+ cells are the main matrix producing fibroblasts while only a subset of αSMA+ cells expressed collagen (34). We confirmed and expanded on these findings of the two cellular populations with compartment specificity in two animal models and most importantly in human samples. While we observed an involvement of PDGFRα+ cells in collagen production during the active phase of lung fibrosis development, αSMA+ cells have been shown to play an important role in the resolution phase of bleomycin-induced lung fibrosis (10), suggesting that the contribution of these two cell populations to the lung fibrosis process also depends on their different temporal appearance.

A key conclusion from the present study is that the biology not only of αSMA+ cells, but also that of PDGFRα+ cells should be incorporated into studies focusing on lung fibrosis. Future studies aimed deciphering the underlying molecular pathways governing the expansion and appearance of distinct fibroblast populations could offer novel and more efficient therapeutic targets for parenchymal and vascular remodeling.

## GRANTS

V. Biasin is supported by the Austrian Science Foundation (FWF, T1032-B34). The study was funded by the Jubilee Foundation of the Austrian National Bank (grant 16187 to G. Kwapiszewska) and the Austrian Science Foundation (FWF, grant P 27848-B28). S. Bellusci acknowledges the funding of the Deutsche Forschungsgemeinschaft (CRC1213, project A04), and S. Crnkovic was supported by a European Respiratory Society Long Term Fellowship (LTRF201801-00308).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

V.B., S.C., A.B., and G.K. conceived and designed research; V.B., S.C., A.S.-O., A.B., K.S., and W.K. performed experiments; V.B., A.S.-O., A.B., and L.M.M. analyzed data; V.B., S.C., and G.K. interpreted results of experiments; V.B., A.B., and S.B. prepared figures; V.B., S.C., and A.S.-O. drafted manuscript; V.B., S.C., A.B., E.E.A., S.B., L.M.M., and G.K. edited and revised manuscript; V.B., S.C., A.S.-O., A.B., E.E.A., K.S., W.K., A.O., S.B., L.M.M., and G.K. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

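Gene expression was measured by RNA sequencing of tdTomato-positive lung cells of 16 mice. The mice formed 4 groups of 4: *Acta2-tdT* saline, *Acta2-tdT* bleomycin, *Pdgfra-tdT* saline and *Pdgfra-tdT* bleomycin. The authors aligned the reads with TopHat2 2.1.1 and Bowtie2 2.2.9 and computed FPKM per gene with Cufflinks 2.1.1, and these FPKM, with their lower and upper bounds, are the deposited values used here. They were made for each mouse on its own, and no scaling between mice was applied. The tables held 49534 rows and 49452 genes, and rows of the same gene were summed. Of 49125 genes compared with the GENCODE annotation of GRCm38, 99.81% overlapped it and 82.1% had the same start and end. The 15 genes that Cufflinks marked as too deep or failed in any mouse were left out. No pair of mice had identical values.

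The depth is unknown, since FPKM carry no counts. The fragments implied by the Cufflinks bounds are approximate and were used only to describe the mice. No interval that needs counts was computed.

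The values were read with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and plots were drawn with matplotlib 3.10.9. Differential genes were called with limma (lmFit, then eBayes with trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene was tested when its FPKM was at least 1 in at least 4 of the 8 mice of a comparison. The 4 comparisons were the lines with saline, the lines with bleomycin, and bleomycin against saline within each line. The interaction of line and treatment was fitted over all 16 mice, on genes with FPKM of at least 1 in at least 4 of them. Adjusted p-values of single genes are those of limma, and exact p-values are two-sided permutation tests of log2(FPKM + 1) over the 70 labellings of 8 mice. The limma procedure was tested on simulated data with 9386 genes, of which 200 were changed, and found 30 genes changed by a log2 of 1, 192 changed by 2 and 200 changed by 3, with 0, 8 and 10 false calls. With no gene changed, it made 0 calls. The simulated means and spread came from the *Acta2-tdT* bleomycin mice alone, with independent noise in each gene. Pearson correlations between mice were at least 0.908 in that group and as low as 0.370 in *Pdgfra-tdT* bleomycin mice. The simulation therefore does not show the error rate of comparisons with *Pdgfra-tdT* mice.

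Principal components were computed with prcomp, centered and not scaled, from genes with FPKM above 0 in at least 1 of the 8 mice. The separation of groups is the share of the total sum of squares of log2(FPKM + 1) between the groups, with an exact one-sided permutation test over the 35 splits of 8 mice. Gene lists were scored by the mean log2(FPKM + 1) of their tested members, with the exact two-sided test, Benjamini-Hochberg adjustment over 47 tests, and the percentile of their mean log2 fold change among 10000 random lists matched in 20 bins of mean expression. Whether a list passed under an alternative was read from the exact p-value without adjustment. The difference of the effects of bleomycin between the lines was tested for 15 lists by permuting the line labels within each treatment. This test of lists was added after the counts of differential genes had been seen, before its own result. Since it also shuffles the difference between the lines, a further test was added after its result was seen. There the residuals of the model with line and treatment but without their interaction were permuted over the 16 mice (100000 permutations, the real order included), and the interaction was judged by its F ratio, with Benjamini-Hochberg adjustment over 15 lists. It is called residual permutation and assumes the same spread in all groups. The spread of scores was unequal between groups, so its p-values are approximate. The count of genes with an interaction was compared in the same way with 100 permutations.

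The paper's gene ontology terms and its Supplemental Table S1 were not used here. Hand-written lists of well-known members stand in for the terms. The list of translation factors was gathered by the pattern of gene symbols, and no list of RNA-binding genes was scored. The Cufflinks q-values were not recomputed, since they need more than FPKM.

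Genes named one by one are the markers *Acta2*, *Pdgfra*, *Col1a1*, *Col1a2*, *Col3a1* and *Des*, genes of the paper's heatmaps, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall. The latter were taken among genes with an adjusted p-value under 0.05, with every mouse of one group above every mouse of the other and with a gene symbol. Predicted genes, RIKEN clones and small RNAs were passed over. Mitochondrial tRNAs and symbols in the style of clone names were passed over too, which went beyond the examples first written down for this rule. Which genes of the heatmaps are named one by one was decided after part of the data had been seen. Where a heatmap gives several genes in 1 entry, the gene with the largest mean FPKM was taken.

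The alternatives tried were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, quantile normalization, FPKM scaled to the same sum in each mouse, all 16 mice in 1 fit, eBayes without trend, sample quality weights, genes kept whatever their Cufflinks status, the largest row per gene, the replicate number as a block, genes scaled to unit variance, the median over list members, Reactome lists, and leaving out each mouse in turn. Another pair was added after seeing the data. In the first, the FPKM of nuclear protein-coding genes were scaled to the same sum in each mouse. In the other, the median FPKM of the olfactory and vomeronasal receptor genes was subtracted before that scaling. For named genes that no longer passed the filter with a mouse left out, the fit was repeated with the filter of all 8 mice, which was also decided after seeing the data. The replicate numbers come from the sample titles, which give both lines the numbers 1 to 4 with saline and 5 to 8 with bleomycin. In the replicate block, 36 genes differed between the lines with saline and 9380 with bleomycin.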

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

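Of the tests given here, that of reads spread over the whole genome and the macrophage tests were chosen only after the result was seen, label permutation of differences of effects for lists was added after the counts of differential genes had been seen, residual permutation was added after the results of label permutation had been seen, and the tests and alternatives named elsewhere without that remark were set before the data were examined.

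A mouse far from the other 3 of its group was found for 15 of 108 combinations of a measure and a group, against 5.4 that chance gives. They came from 3 *Pdgfra-tdT* mice. Saline mouse 3 had 41.77% of its FPKM on mitochondrial genes (the others 8.02% to 13.4%), 10195 genes with FPKM of at least 1 (7007 to 7424) and a median FPKM of the olfactory and vomeronasal receptor genes of 0.1749 (0.31 to 0.336). Its scores were 2.285 for translation factor genes (0.722 to 0.821), 4.732 for ribosomal protein genes (2.02 to 2.21), 2.086 for endopeptidase genes (0.691 to 0.898) and 5.098 for endothelial genes (0.685 to 1.04). Bleomycin mouse 5 had a receptor gene median of 0.09172 FPKM (0.295 to 0.317). Its log2(FPKM + 1) was 4.352 for *Acta2* (0.872 to 0.877), 3.841 for *Col1a1* (0.374 to 0.907), 4.333 for *Col1a2* (0.309 to 0.398) and 1.733 for *Des* (0.128 to 0.315). Bleomycin mouse 8 had 9.338% of its FPKM on mitochondrial genes (31.0% to 34.6%), and scores of 1.298 for inflammatory (2.79 to 3.01) and 2.55 for macrophage genes (4.77 to 5.21).

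These measures are not independent of one another. A smaller share of background reads would raise the nuclear protein-coding FPKM sum, but on the log2 scale the sums of 2 of these mice stood out by less than their largest gaps. Saline mouse 3 had a nuclear protein-coding FPKM sum of 61168 against 29964 to 36087 in its group, beside its endothelial score, and bleomycin mouse 5 had a sum of 147467 against 29727 to 54402, beside its *Acta2*. For the overlap of the treatments on the first principal component, the share of background reads is a candidate explanation. It was gauged by the receptor gene median, which is not shown to measure background in general. Over the 8 *Pdgfra-tdT* mice the component had a Pearson correlation of -0.9074 with the receptor gene median (permutation p = 0.00382, and Spearman -0.833, permutation p = 0.0154). Without these 2 mice the correlation was -0.403 (permutation p = 0.456, n = 6), so the relation rests on them, and the overlap cannot be told apart from other differences of these mice. The endothelial scores of these 2 mice, 5.098 and 6.106, were the highest of all 16 (the next was 3.307), so RNA of endothelial cells in their sorts may add to these gaps, which was not tested further. No biological explanation was tested, since the design gives none for single mice.

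The effect of bleomycin differed between the lines for 6605 genes by the interaction of line and treatment. For the markers, the difference of the log2 fold changes, *Acta2-tdT* minus *Pdgfra-tdT*, was 4.3 for *Acta2*, 3.03 for *Pdgfra*, 7.622 for *Col1a1*, 7.107 for *Col1a2*, 5.914 for *Col3a1* and 5.179 for *Des*, each with an adjusted p-value under 0.05 by limma. Of 100 regroupings of the line labels that part all mice with the same number, the real one included, 12 gave as many genes. All 12 were among the 14 that kept the bleomycin mice grouped by line, and with the bleomycin mice regrouped the largest count was 2877. With freely regrouped labels, 7 of 100 did, and these were the 7 that kept the bleomycin mice grouped by line. Such regroupings keep the difference between the lines with bleomycin, so these shares were set by the way of regrouping and do not test the interaction. The way of regrouping was changed after a first draw of 100 free regroupings, some of them drawn more than once, in which 3 gave as many genes. With the effects of line and treatment kept in place and the residuals permuted, 1 of 100, the real order, gave as many genes, and the others gave at most 5371, with a median of 0. The technical explanation examined for this count is the share of reads on nuclear protein-coding genes, which rose in *Acta2-tdT* mice with bleomycin. Other technical explanations, such as depth, were not tested for it. Scaling to the same nuclear protein-coding sum left 1300 genes, 1467 were left with FPKM scaled to the same sum and 1589 with quantile normalization. That share may therefore account for part of the count. Scaling to the same sum multiplies all FPKM of a mouse by the same factor before 1 is added for the log2. Genes with low FPKM then move by other amounts than the rest, so these counts do not isolate that share. Quantile normalization replaces values by rank. The line is also tied to how and when tamoxifen was given, so a biological difference between the lines cannot be told apart from the labeling schedule.

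Receptor genes of smell, which the paper does not discuss, had a lower FPKM bound above 0 in a median of 69.79% of genes in *Acta2-tdT* saline, 29.38% in *Acta2-tdT* bleomycin, 69.54% in *Pdgfra-tdT* saline and 49.41% in *Pdgfra-tdT* bleomycin mice. If reads were spread evenly over the genome, other families without a role in the lung would have a similar FPKM, and the ratio of their median to that of the receptor genes was 0.14 in saline-treated mice. An even spread is not borne out. Reads shared between the many paralogs of these families were not tested, and no biological explanation was tested.

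The macrophage list, which the paper does not discuss, rose by 2.951 in *Pdgfra-tdT* cells with bleomycin, in 4 of 4 mice above all saline mice (exact two-sided permutation test, p = 0.0286, the smallest the design allows, adjusted 0.052). It also rose in *Acta2-tdT* cells, by 3.98 in 4 of 4 mice, and the difference of effects between the lines was 1.195 (residual permutation p = 0.18), -0.31 with all FPKM scaled to the same sum (residual permutation p = 0.703), -0.13 with quantile normalization (residual permutation p = 0.865) and -1.32 after the scaling to the same nuclear protein-coding sum, which was chosen after seeing the data (residual permutation p = 0.109). After that last scaling the list rose by 2.777 in *Pdgfra-tdT* cells, so the share of reads outside nuclear protein-coding genes does not explain it. Its percentile among matched random lists after scaling was 100 there and 99.79 in *Acta2-tdT* cells, which is consistent with RNA from macrophages in the sorted fraction. A rise of these genes within the labeled cells would give the same value, and no test here parts the 2 explanations.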

How the results depend on the processing

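The alternatives that scale to the nuclear protein-coding sum, with or without subtracting the receptor gene background, were chosen only after the data were seen, and so were the fits that kept the filter of all 8 mice. Where no test is given, the cause was not tested.

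The number of differential genes depended on the processing in each comparison. Between the lines with saline (237 genes), it was 59 without a filter, 49 with a mean FPKM of at least 5, 126 with all 16 mice in 1 fit, 2717 with sample quality weights and 36 with the replicate block (9380 with the replicate block for the lines with bleomycin). Between the lines with bleomycin (9553 genes), it was 4726 with a mean FPKM of at least 5, 3574 with nuclear protein-coding scaling and 4325 with background subtraction and that scaling. For bleomycin in *Acta2-tdT* cells (10849 genes), it was 5070 with a mean FPKM of at least 5 and 6761 with nuclear protein-coding scaling. For bleomycin in *Pdgfra-tdT* cells (9 genes), no filter left 2 genes, all 16 mice in 1 fit gave 14 and sample quality weights gave 552. For the interaction (6605 genes), it was 3469 with a pseudocount of 0.1, 1589 with quantile normalization, 1467 with FPKM scaled to the same sum, 1300 with nuclear protein-coding scaling and 1016 with background subtraction and that scaling.

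With each mouse left out in turn, the count was from 14 to 2145 genes between the lines with saline, from 6111 to 9952 between the lines with bleomycin, from 6974 to 10144 for bleomycin in *Acta2-tdT* cells, from 0 to 70 for bleomycin in *Pdgfra-tdT* cells and from 3739 to 9167 for the interaction. The 4 fits with 0 genes each left out a *Pdgfra-tdT* saline mouse, and between 194 and 761 genes had an unadjusted p-value under 0.05 in them. The share of the sum of squares between groups was from 18.69% to 27.56% between the lines with saline and from 49.21% to 62.73% between the lines with bleomycin. In 3 of the fits with bleomycin, each without an *Acta2-tdT* mouse, the exact one-sided permutation p was 0.0571, and with saline it was 0.0286 without *Pdgfra-tdT* mouse 3. The alternatives to this share that kept all mice did not change its side of the threshold.

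In the comparisons with many differential genes, most were higher in 1 group. Between the lines with saline, 94.29% of the differential genes were higher in *Acta2-tdT* after nuclear protein-coding scaling, but that scaling moved the median of all genes by only -0.020, so this says little on whether reads outside these genes set the direction. With bleomycin the share was 47.12% between the lines and 42.73% for bleomycin in *Acta2-tdT* cells. Under the other scalings, in the same order, it was 72.4% and 70.9% with quantile normalization, 75.4% and 67.1% with FPKM scaled to the same sum, and 61.1% and 56.7% with background subtraction and nuclear protein-coding scaling. A lower share of reads on nuclear protein-coding genes in the other group may therefore explain part of the direction. A scaling that lowers most genes of a group turns many directions by itself, so these values do not settle it. In *Acta2-tdT* cells the fold changes with bleomycin also had a Spearman correlation across genes, which are not independent replicates, of 0.3925 with the GC content of transcripts and 0.1916 with their length. Among nuclear protein-coding genes these were 0.288 and -0.304, so the sign for length depended on the genes taken. Rank correlations compare genes with one another and do not address why most genes moved in 1 direction. They therefore leave open whether GC content or length plays a part in this pattern. For bleomycin in *Pdgfra-tdT* cells, 7 of the 9 genes were lower. The share of higher genes there was 22.2% with quantile normalization and with nuclear protein-coding scaling, and 18.2% with the other 2 scalings. Each of these scalings also moved the median of all genes down, by between -0.11 and -0.55. These shares therefore do not test the direction, and whether the same genes passed is not given.

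Other splits of the mice were compared with the real one. For bleomycin in *Acta2-tdT* cells, 1 of the 35 splits, the real one, gave as many genes. For bleomycin in *Pdgfra-tdT* cells 7 of 35 did, and the 6 others all put bleomycin mouse 5 with saline mouse 3. The split of bleomycin mice 5, 6 and 7 with saline mouse 3 gave 2815 genes, against 9 for the real split. The rest of these gave between 13 and 26. Between the lines, where mice share numbers, the splits that part all same-numbered mice were judged, and 1 of 8, the real one, gave as many genes with saline and 1 of 8 with bleomycin, a design that cannot give a share under 0.05. Of all 35 splits with bleomycin, only the real one gave as many genes, and the others gave at most 95. With saline, 1 of the other splits of all 35, which puts *Acta2-tdT* mice 1, 3 and 4 with *Pdgfra-tdT* mouse 3, gave 1171 genes.

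Among the gene lists named at the paper's claims, that of ECM genes between the lines with saline was 0.80 with the Reactome list (exact two-sided permutation test, p = 0.114), that of inflammatory genes in *Pdgfra-tdT* cells was 2.71 with the median over members, and that of ECM genes in *Pdgfra-tdT* cells turned to -0.045 with background subtraction. Leaving out 1 mouse moved PDGF binding between the lines with saline over 0.290 to 0.996, complement binding over 0.373 to 1.10 and MAPK kinase binding over 0.230 to 0.634. In *Acta2-tdT* cells with bleomycin it moved collagen binding over 3.24 to 4.02, ECM over 4.60 to 5.39, endopeptidases over 3.19 to 3.82 and cholesterol transporters over 2.79 to 4.35. In *Pdgfra-tdT* cells with bleomycin, where the spread between mice was larger, ECM ranged from 0.086 to 1.40 and ribosomal genes from 0.73 to 2.31. Translation factors ranged there from 0.37 to 1.41, collagen binding from 0.87 to 2.04 and integrin binding from 1.04 to 1.94. Inflammatory genes ranged from 2.16 to 3.03, endopeptidases from 1.46 to 2.52 and cholesterol transporters from 1.38 to 2.90.

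Other lists reversed. The neutrophil list in *Acta2-tdT* cells with bleomycin was -0.0045 with FPKM scaled to the same sum, -0.9999 with nuclear protein-coding scaling and -0.90 with background subtraction. In the same order, after -0.68 with quantile normalization, the lymphocyte list there was -1.01, -2.28 and -1.89. The endothelial list there was -0.61 with nuclear protein-coding scaling and -0.061 with background subtraction. Between the lines with bleomycin, the lymphocyte list was -0.23 with nuclear protein-coding scaling. In *Pdgfra-tdT* cells, the neutrophil list was -0.21 with nuclear protein-coding scaling and -0.25 with background subtraction, and the lymphocyte list was -0.020 with FPKM scaled to the same sum, -0.27 and -0.16. With each mouse left out, the endothelial list was from -1.16 to 0.72 and the epithelial list from -0.012 to 0.90 between the lines with saline, the endothelial list from -1.31 to 0.57 between the lines with bleomycin, the lymphocyte list from -0.13 to 0.65 in *Acta2-tdT* cells, and the fibroblast list from -0.75 to 0.43 in *Pdgfra-tdT* cells. Direction and side of the threshold were kept in 182 of 198 list values under the other alternatives set beforehand and in 70 of 94 under those chosen later, and with 1 mouse left out 356 of 376 list values moved by less than the spread between mice without reversing.

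Among named genes, *Pdgfra* between the lines with bleomycin was -0.53 with nuclear protein-coding scaling and -0.38 with background subtraction. *Acta2* with bleomycin in *Acta2-tdT* cells was -0.0055 with background subtraction, and 0.16 with nuclear protein-coding scaling. In *Pdgfra-tdT* cells with bleomycin, *Col1a1* was -0.27 with a pseudocount of 0.1, -0.33 with quantile normalization, -0.54 with FPKM scaled to the same sum, -0.90 with nuclear protein-coding scaling and -1.37 with background subtraction, and *Col3a1* was -0.13, -0.69 and -0.76 under the last 3. With each mouse left out, *Col1a1* was from -0.16 to 0.43 between the lines with saline. With bleomycin in *Pdgfra-tdT* cells, *Col1a1*, *Col1a2* and *Col3a1* each passed the filter in only 4 of the 8 fits, with *Col1a1* from -0.33 to 0.35 and *Col1a2* from -0.42 to 0.30. Over all 8 fits, with the filter of all 8 mice in the other 4, *Col1a1* was from -0.80 to 0.35, *Col1a2* from -1.04 to 0.30 and *Col3a1* from -0.51 to 0.80, each lowest without bleomycin mouse 5. In those other fits, *Col1a1* was -0.022 without saline mouse 2, and *Col1a2* was 0.18 and 0.11 without saline mice 3 and 4. Of 364 values of named genes with 1 mouse left out, 328 kept their direction and side of the threshold, 23 became weaker, 8 stronger and 5 reversed, and of 44 values with the filter of all 8 mice, 36 kept them, 3 became weaker and 5 reversed.

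The principal components' shares moved by more than their spread in 25 of 32 values. All 30 genes of each heatmap kept their direction under the scaling alternatives, and those with an adjusted p-value under 0.05 between the lines with bleomycin were 19 with nuclear protein-coding scaling and 19 with background subtraction, against 29. No count of reads was used, so how far depth limits the genes with low FPKM is not known.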

Differences from the paper's values

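No test in this part was chosen after its own result was seen, but nuclear protein-coding scaling and the residual permutation test were chosen after other results were seen, the latter after another test of the same differences. A share of variance was called different when it lay more than 1.5 times and more than its spread from the paper's share. In *Acta2-tdT* mice, the second principal component of bleomycin against saline held 7.19% of the variance, against the paper's share of about 11% in Fig. 7H, read by eye. Among the alternatives set before the data were examined, it came to within the paper's share with genes scaled to unit variance (10.3%), a pseudocount of 0.1 (9.21%) and FPKM scaled to the same sum (11.5%). With only genes of FPKM of at least 1 in at least 4 mice (4.33%) it did not. Other shares lay apart from the paper's by less than 1.5 times. The first component held 62.4% in *Acta2-tdT* mice against the paper's share of about 52%, and 59.6% between the lines with bleomycin against about 48%, where the second held 9.93% against about 14%.

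For functions in saline-treated mice, the paper states that binding of MAPK kinases, complement components and PDGF was enriched in *Pdgfra-tdT* cells. The paper tested enrichment of terms with EnrichR, and here mean scores of stand-in lists were compared, which is another measure. These lists were higher in *Acta2-tdT* cells, by 0.48, 0.65 and 0.51, with only 2 of 15 members tested for MAPK kinases. With all mice none of these passed the exact test, and the scores of the *Pdgfra-tdT* mice other than mouse 3 were below those of every *Acta2-tdT* mouse in all 3 lists.

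The paper states that bleomycin changed gene expression in *Pdgfra-tdT* cells. Here 9 genes had an adjusted p-value under 0.05, and 312 an unadjusted one. The paper states that inflammatory and ribosomal genes were those mostly enriched in PDGFRα-expressing cells. Within *Pdgfra-tdT* cells, the inflammatory and ribosomal lists were both at the percentile 100 of matched random lists, and at 100 after nuclear protein-coding scaling. The ECM list there was at 98.6, and at 85.25 after that scaling. Set against ECM, this ranking within the line has the direction of the paper's statement. The translation factor and endopeptidase lists were also at 100 in *Pdgfra-tdT* cells, before and after that scaling. The ranking therefore does not single out inflammatory and ribosomal genes. It compares genes, and across mice the ribosomal rise had p = 0.371 (exact two-sided permutation test). The inflammatory and ribosomal lists also rose in *Acta2-tdT* cells, by 3.31 and 3.72. There they were at the percentile 100 as well, and at 100 and 99.99 after that scaling. On the same members in both lines, the rise was larger in *Acta2-tdT* cells by 2.01 for inflammatory (residual permutation p = 0.00079) and 2.196 for ribosomal genes (residual permutation p = 0.104), with all FPKM scaled to the same sum by 0.78 (residual permutation p = 0.117) and 0.67 (residual permutation p = 0.503), and with quantile normalization by 0.62 (residual permutation p = 0.160) and 0.69 (residual permutation p = 0.476). After nuclear protein-coding scaling the differences were 0.047 (residual permutation p = 0.927) and -0.24 (residual permutation p = 0.781).

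The legend of Fig. 7 states that the heatmaps show protein-coding genes. In the annotation, *Rn7sk* in Fig. 7F is a small RNA and *Traj46* in Fig. 7L is a T cell receptor segment, and the other 29 genes of each of these 2 panels are protein-coding.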

Other observations

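The test of the genes near *Pdgfra* was chosen after the pattern was seen in *Olfr1401-ps1*, and before the values of the other genes there were seen. The tests of the neutrophil list and of *Pdgfra* were chosen before their results were seen.

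In saline-treated mice, the neutrophil list was higher in *Acta2-tdT* than in *Pdgfra-tdT* cells by 2.97 (exact two-sided permutation test, p = 0.0286, the smallest the design allows, adjusted 0.052), in 4 of 4 mice. After nuclear protein-coding scaling the difference was 3.222, though that scaling moved the median of all genes in this comparison by only -0.020 and so had little to correct. The percentile among matched random lists was 99.98 after scaling, which is consistent with RNA from leukocytes in the sorted fraction. Expression of these genes in the labeled cells would give the same value and was not tested.

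Between the lines with bleomycin, *Pdgfra* was higher in *Acta2-tdT* cells by 1.60. After nuclear protein-coding scaling the difference was -0.5322, so FPKM lowered by reads outside these genes in *Pdgfra-tdT* mice may explain the direction. It was 0.097 with quantile normalization and 0.45 with FPKM scaled to the same sum, so the direction did not turn under every scaling.

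In saline-treated mice, *Olfr1401-ps1*, which lies next to *Pdgfra*, was higher in *Pdgfra-tdT* cells by more than *Pdgfra* itself. A candidate explanation is that the Cre transgene carries copies of the DNA around *Pdgfra*. The 6 other genes within 100 kb had a mean log2 fold change of -0.81, at the percentile 0.31 of 10000 random runs of adjacent genes, which is the direction this explanation gives. *Gm42802* and *Mir7025* lie within *Pdgfra* and share its reads, and *Gm19583* overlaps *Olfr1401-ps1*, so these 6 genes are not independent. Transcription at the locus in cells that express *Pdgfra* would give the same direction. With bleomycin, however, *Acta2-tdT* mice had 2.49 to 11.9 FPKM of *Pdgfra* but 0 to 2.23 of *Olfr1401-ps1*. The *Pdgfra-tdT* bleomycin mice had 0.977 to 2.45 and 5.76 to 20.3. After nuclear protein-coding scaling, which can enlarge differences of genes with low FPKM, the log2 fold changes between the lines were -0.53 for *Pdgfra* and -7.07 for *Olfr1401-ps1*. For *Olfr1401-ps1* these values argue against that explanation, and for the other genes it was not tested. The same copies could add to the FPKM of *Pdgfra* itself.

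Whether mice of the 2 lines with the same number were handled together is not known, and with the replicate block 36 genes differed between the lines with saline. The mean correlation across genes, which are not independent replicates, of their deviations from the group mean was 0.066 for the same number and -0.022 for different numbers with saline, and -0.105 and 0.032 with bleomycin. Since deviations are centered within each group, the value for different numbers largely follows from that for the same number, and these values do not decide whether the mice were paired.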
